# TopBP1 orchestrates PU.1–IRF8 transcriptional programming of dendritic cell differentiation and Flt3L-driven tumor immunity

**DOI:** 10.1038/s12276-026-01715-1

**Published:** 2026-05-08

**Authors:** Min-Suk Cha, Myeong-Ho Kang, Jinjoo Lee, JungHyub Hong, Yu Sun Jeong, Yoe-Sik Bae, Ho Lee, Seok-Hee Park, Yong-Soo Bae

**Keywords:** Conventional dendritic cells, Cancer immunotherapy

## Abstract

DNA topoisomerase II-binding protein 1 (TopBP1) plays a critical role in V(D)J recombination and DNA damage repair during B and T cell development. However, its role in the development of conventional dendritic cells (cDCs) remains unexplored. Mice with DC-specific depletion of TopBP1 (TopBP1^cKO^) exhibited accelerated tumor progression due to impaired anti-tumor immunity, which was characterized by cDC deficiency and pre-DC accumulation. The cDC deficiency observed in TopBP1^cKO^ mice was not attributable to cell death resulting from accumulated DNA damage during DC development. Notably, Flt3 ligand (Flt3L)-mediated tumor immunotherapy was ineffective in TopBP1^cKO^ tumor-bearing mice. Here we demonstrate that TopBP1 is required not only for the steady-state differentiation of total cDCs, including both cDC1 and cDC2, but also for the terminal differentiation of XCR1^−^CD24⁺ emergency progenitors (CD11c⁺cKit⁺) into XCR1⁺CD24⁺ cDC1s in response to Flt3L. Furthermore, TopBP1 was found to be essential for the function of the PU.1–IRF8 heterodimeric transcription factor complex, which is critical for cDC lineage specification. TopBP1 directly binds to this complex and facilitates the transcription of downstream target genes required for cDC development. These findings establish TopBP1 as a pivotal regulator of both steady-state and Flt3L-driven emergency cDC differentiation, particularly in guiding emergency progenitors into functional cDC1s. Our study highlights the previously unrecognized role of TopBP1 as a co-regulator of lineage-defining transcription factors and as a determinant of Flt3L-mediated anti-tumor efficacy.

## TopBP1 essential for dendritic cell development and immunity

This study explores the role of topoisomerase II binding protein 1 (TopBP1) in dendritic cell (DC) development, particularly conventional DCs (cDCs), which are crucial for immune responses. The authors reveal that TopBP1 directly interacts with the PU.1–IRF8 heterodimeric complex, a novel regulatory axis essential for cDC differentiation. Using TopBP1 conditional knockout (TopBP1^cKO^) mice, they demonstrate impaired cDC development, leading to rapid tumor growth and ineffective Flt3L-based tumor immunotherapy. The study employed various methods, including flow cytometry, co-immunoprecipitation and RNA sequencing, to elucidate TopBP1’s role in cDC differentiation. Results show that TopBP1 is critical for the transition of XCR1^−^CD24^+^ emergency progenitors into XCR1^+^CD24^+^cDC1s, highlighting its importance in immune regulation. These findings suggest potential therapeutic targets for enhancing DC-mediated immunity and point to future research on TopBP1’s interactions with transcription factors in DC biology.

This summary was initially drafted using artificial intelligence, then revised and fact-checked by the author.

## Introduction

Most cells undergo multiple stages of proliferation and differentiation to reach their final cell types. Substantial DNA damage occurs during these processes, which must be properly repaired to prevent cell death. Topoisomerase II binding protein 1 (TopBP1) is one of the key regulator of DNA damage repair^1–4^ and is also involved in cell cycle checkpoint regulation^5–7^, DNA replication initiation^8,9^, transcriptional regulation^10,11^ and cell survival^12,13^. TopBP1 is induced during the G1/S transition, where it interacts with Treslin and CDC45 to initiate DNA replication^9,14^. In response to DNA damage, TopBP1 interacts with ATR^15^ and ATM^1,16^, facilitating DNA repair and enabling cell cycle progression. Akt phosphorylates TopBP1 at Ser1159, inducing its oligomerization^10,11^. Oligomerized TopBP1 inhibits its association with chromatin and ATR, reducing its function in activation of ATR. Instead, oligomerized TopBP1 is associated with E2F1 and inhibits E2F1-dependent cell apoptosis^11^. In addition, TopBP1 is crucial for cell survival^12^, and its complete knockout causes embryonic lethality and neurogenesis defects^17,18^. In immunological studies, TopBP1 is essential for V(D)J recombination and development of B, T and iNKT cells through double-strand break (DSB) damage repair^19^.

Dendritic cells (DCs) are professional antigen-presenting cells that bridge innate and adaptive immunity by presenting antigens to specific T cells. DCs can be broadly categorized into conventional DCs (cDC) and plasmacytoid DCs (pDC)^20^. pDCs play an important role in anti-viral immunity by secreting large amounts of type I interferon, whereas cDCs initiate and induce adaptive immune responses against foreign invaders and cancers. Under steady-state conditions, hematopoietic stem cells give rise to common DC progenitors through several intermediate progenitor stages in the bone marrow (BM). These common DC progenitors possess the capacity to differentiate into pDCs and pre-CDCs (pre-DCs; Lin^−^CD135⁺MHCII^−^CD11c⁺CD115^−^CD117^−/int^) within the BM. Pre-DCs migrate through the blood to the respective organs where they further differentiate into cDC subsets (XCR1^+^cDC1, CD11b^+^cDC2) depending on the microenvironment^21–24^. The Flt3 ligand (Flt3L), a growth factor necessary for pre-DCs and cDC1 differentiation, promotes cDC1-mediated anti-tumor immunity and is widely used in cancer immunotherapy^25^. It has been reported that Flt3L increases the level of emergency progenitors (EPs; CD11c^+^cKit^+^ population), which are normally present in very small numbers in BM and that the EPs expanded by Flt3L ultimately differentiate into IRF8-dependent cDC1s^26^. Meanwhile, GM-CSF promotes cDC2 and monocyte-derived DC differentiation.

Many transcription factors (TFs) have been identified as essential for DC subset specification. For instance, E2-2 is critical for the differentiation and maintenance of pDCs^27–29^; IRF8^30,31^, ID2^32,33^, Batf3^34^ and Nfil3^32,33,35^ are indispensable for cDC1 development, whereas IRF4^36,37^, Notch2^38^ and Klf4^39,40^ are important for cDC2 differentiation^39,41^. However, despite this extensive characterization of subset-specific TFs, the transcriptional regulation of total cDC differentiation, including both cDC1 and cDC2, remains poorly understood. So far, the Ets-family protein PU.1, encoded by Spi1, is the only well-established TF essential for the overall differentiation and function of total cDCs including cDC1 and cDC2^42,43^. PU.1 is highly expressed in cDCs, where it maintains identity and promotes formation, particularly of cDC1s, by inducing the transcriptional regulator DC-SCRIPT but inhibits the development of pDCs^43^. PU.1 is also required for differentiation of other immune cells^44,45^.

TopBP1 has not previously been reported to be involved in DC biology. To explore a potential connection between TopBP1 and DC-specific TFs, we examined known TopBP1-interacting partners and found that TopBP1 interacts with Miz-1 (Myc-associated zinc-finger protein). Miz-1 is a TF known to interact with MYC and regulate the transcription of cell cycle inhibitory genes (for example, p15^INK4b^). Miz-1 also stabilizes TopBP1 by forming a complex with HectH9, which inhibits TopBP1 ubiquitination and protects it from proteasomal degradation, thereby maintaining its role in cell cycle checkpoint control during DNA damage responses^46^. Also, Miz-1 has been shown to interact with IRF8 to activate the Nramp1 promoter, thereby contributing to innate resistance against intraphagosomal pathogens^47^. This promoter activation is further enhanced by PU.1. These findings were identified through yeast two-hybrid screening using macrophage cell line^47^. However, no prior studies have demonstrated whether TopBP1 directly associates with DC- related TFs. In this study, we provide in vivo evidence that TopBP1 directly interacts with PU.1–IRF8 heterodimeric complex in DCs, revealing a novel regulatory TopBP1–PU.1–IRF8 axis critical for cDC development.

This study demonstrates that (1) TopBP1 is highly expressed in DC precursors and cDCs, (2) TopBP1^cKO^ mice exhibited accelerated tumor growth and Flt3L tumor immunotherapy was ineffective in these mice, (3) TopBP1 is essential for the differentiation of pre-DC into cDCs under steady-state conditions, (4) TopBP1 is specifically required for the final differentiation of XCR1⁻CD24⁺ EPs into XCR1⁺CD24⁺ cDC1s and (5) TopBP1 directly interacts with PU.1–IRF8 heterodimeric complex to facilitate cDC development and Flt3L-mediated cDC1 differentiation.

## Materials and methods

### Mice

Topbp1^fl/fl^ mice were provided by Dr. Ho Lee of the National Cancer Center. CD11c-cre (B6.Cg-Tg(Itgae-cre)1-1Reiz/J) and OT-I (C57BL/6-Tg(TcraTcrb)1100Mjb/J) mice were purchased from Jackson Laboratory. Topbp1^fl/fl^ mice were crossed with CD11c-cre mice. Mice 7–10 weeks of age were used in these studies. All mice were bred and maintained under specific pathogen-free conditions at the Sungkyunkwan University Lab Animal Resource Center. All procedures for animal experiments were performed according to University Animal Care and Use guidelines.

### Cell lines and reagents

C57BL/6 mouse origin EL4, E.G7 (OVA-expressing EL4; lymphoma), B16F10 (melanoma), B16F10-Flt3L (Flt3L-expressing B16F10), B16F10-GM-CSF (GM-CSF-expressing B16F10) and human embryonic kidney 293 (HEK293) cells were purchased from American Type Culture Collection (ATCC). E.G7 was cultured in RPMI1640 (Gibco) with 10% FBS (Gibco) and 100 U/ml penicillin–streptomycin (Gibco), and B16F10 and HEK293 cells were cultured in DMEM (Gibco) with 10% FBS and 100 U/ml penicillin–streptomycin at 37 °C and 5% CO_2_. All cell lines were routinely tested for mycoplasma contamination by PCR.

### Cell isolation from tissues

Spleens and lymph nodes (LNs) were ground and passed through a 70-μm strainer. Livers, kidneys and lungs were collected after perfusion and treated with 0.1 mg/ml type IV collagenase (Sigma-Aldrich) for ~30–45 min at 37 °C. Collagenase-treated livers and lungs were passed through a 70-μm strainer and washed with phosphate-buffered saline (PBS). The cells isolated from spleens, LNs, livers, kidneys and lungs were treated with ACK buffer (Lonza) for erythrocyte lysis, and the cells were washed with PBS and analyzed by flow cytometry.

### Flow cytometry analysis or cell sorting

As reported previously^48^ with minor modification, cells were analyzed by FACSCantoII (BD Biosciences) and sorted using FACSAria Fusion (BD Biosciences) with a 70-μm nozzle. Data analysis was performed using FlowJo software version 10 (TreeStar). All cells were suspended in FACS flow buffer (BD Biosciences) and stained in the dark with appropriate antibodies and fixable Viability Dye eFluor506 (Invitrogen) for 15 min at 4 °C. Then, the cells were washed twice and used for subsequent experiments. The organ cells were gated on CD45.2^+^ for immune cells and CD3/CD19/NK1.1 negative (Lin^−^) for removing T, B and NK cells. FVD^−^Lin^−^CD45.2^+^CD14^−^BST2^−^MHCII^+^CD11c^high^ cells are a cDC population and were divided into XCR1^+^cDC1 and CD11b^+^cDC2. In vitro cDC1s derived from Flt3L-BMDC were gated as FVD^-^B220^–^MHCII^+^CD11c^+^ as total cDCs and then additionally gated as XCR1^+^. In the DC lineage, FVD^−^CD45.2^+^Lin^−^MHCII^−^CD11c^+^BST2^−^CD135^+^CD115^−^CD117^−/low^ is a line of pre-DCs. In pre-DCs, the subset of pre-cDC1 was SiglecH^−^Ly6C^−^, and the subset of pre-cDC2 was SiglecH^−^Ly6C^+^. pDCs were analyzed by gating on FVD^−^Lin^−^CD45.2^+^CD14^-^MHCII^+^B220^+^CD11c^int^ cells, NK cells were analyzed after pre-gating on FVD^−^CD45.2^+^CD3^−^. As reported previously^26^, EPs were gated as CD11c^+^CD117^+^, and then additionally gated as XCR1^−^CD24^−^, XCR1^−^CD24^+^ and XCR1^+^CD24^+^cDC1. For the surface staining of CD8^+^ T cell, single cells were stained with FVD^−^CD19^−^NK1.1^−^CD45.2^+^CD3^+^CD8α^+^. For the intracellular staining of CD8α^+^ T cells, single cells were already stimulated with cell activation cocktail (Biolegend) for 4 h, and then anti-IFN-γ, anti-perforin and anti-granzyme B were stained according to protocol of the Fixation/Permeabilization Kit (BD biosciences). The Foxp3/TF Staining Buffer Set (eBioscience) was used to stain Ki-67, a proliferation marker, in DC lineage cells. For TopBP1 intracellular staining, surface molecules were pre-stained and then fixed/permeabilized with Foxp3/TF Staining Buffer Set (eBioscience) for 20 min. The cells were washed and stained for 30 min at room temperature (RT) with control IgG or a rabbit polyclonal to TopBP1 (Abcam). The cells were washed, stained with FITC-conjugated anti-rabbit IgG (Biolegend) and analyzed by flow cytometry. Apoptosis analysis was conducted in pDC, pre-DCs and cDCs with the FITC Annexin V Apoptosis Detection Kit I (BD Biosciences), according to the manufacturer’s protocol.

### Tumor model and Flt3L immunotherapy

E.G7 and EL4 cells were cultured as reported previously^48^. Wild-type (WT), TopBP1^cKO^ and Batf3^KO^ mice were inoculated subcutaneously with 5 × 10^5^ of E.G7 cells in the right flank region. For tumor therapy, 3 μg of recombinant human Flt3L was intraperitoneally injected daily from day 8 of E.G7 inoculation. Tumor size was monitored every 3 days beginning 7 days after tumor injection. Tumor size was calculated as *V* = (short axis)^2^ × (long axis) × 1/2. BM cells, splenocytes and tumor-infiltrating lymphocytes (TILs) were analyzed by flow cytometry. For TIL isolation, tumors were homogenized by type IV collagenase and centrifuged with a discontinuous Percoll gradient (40 and 80%). Leukocytes were present in the interface of the gradient.

### CTL assay

As reported previously^48,49^ with minor modifications, CD8^+^ T cells isolated from spleen and TILs of TB mice were co-cultured with cell trace violet (Invitrogen)-labeled target cells (E.G7 cells) and carboxyfluorescein succinimidyl ester (Invitrogen)-labeled nonspecific target cells (EL4) for 24 h. After propidium iodide staining, cytotoxic T lymphocyte (CTL) activity was assessed by flow cytometry as the ratio of propidium iodide-cells in the cell trace violet- or carboxyfluorescein succinimidyl ester-labeled cells.

### Adoptive transfer

As reported previously^48^ with minor modifications, the BM cells (2 × 10^6^) obtained from WT (CD45.1^+^) and TopBP1^cKO^ (CD45.2^+^) mice were mixed at a 1:1 ratio and injected into mice through a tail vein of WT (CD45.1^+^CD45.2^+^) mice. After 7 days, pre-DCs in the BM and spleen differentiated from donor cells and cDCs in the spleen and lung were analyzed. After sorting pre-DCs (1 × 10^6^) in BM of WT (CD45.1^+^) and TopBP1^cKO^ (CD45.2^+^) mice, a 1:1 mixture was intravenously injected into recipient WT (CD45.1^+^CD45.2^+^) mice; 4 days later, the cDCs differentiated from donor cells were examined in the spleen. Pre-DCs were sorted from a minimum of ten mice for 1 AT experiment.

### In vitro generation of FL-BMDCs

As reported previously^48^, the tibias and femurs from killed mice were collected, and BM cells were isolated by flushing with PBS using a 1 ml syringe. Red blood cells were lysed with ACK lysis buffer for 5 min and then washed twice. BM cells isolated from mice were cultured as described previously^48,50,51^ with minor modifications. In brief, the BM cells were suspended at a density of 2 × 10^6^ per milliliter in cRPMI supplemented with 50 ng/ml recombinant human Flt3L, 10 mM HEPES buffer and 55 μM β-mercaptoethanol. The cells were plated at 1 ml per well on 24-well plates and were incubated at 37 °C with 5% CO_2_ for 9 days.

### Ex vivo culture of pre-DCs or EPs

Pre-DCs and EPs were isolated from the BM and spleens of WT (CD45.1^+^2^+^) and TopBP1^cKO^ (CD45.2^+^) mice, respectively, mixed at a 1:1 ratio and co-cultured with feeder cell Flt3L (50 ng/ml)-BMDCs (day 5) for 4–5 days. The differentiation into cDCs and subsets from donor-derived cells was analyzed. Pre-DCs were sorted from BM of both WT and TopBP1^cKO^ mice at a steady state. As reported previously^52,53^, recombinant Flt3L-Ig was intraperitoneally injected twice on days 0 and 3, and EPs were sorted from the spleen of injected mice on day 9.

### BrdU incorporation assay

Mice were intraperitoneally injected with BrdU (2 mg) and killed 2 h later. A BrdU incorporation assay was performed using a FITC BrdU kit according to the manufacturer’s protocol.

### Apoptosis analysis

Apoptosis analysis was conducted in DCs and precursors with the FITC Annexin V Apoptosis Detection Kit I according to the manufacturer’s protocol.

### Expression vectors and transfection

pcDNA3 vectors expressing PU.1, IRF8 and TopBP1 purchased from Addgene Inc. PcDNA3 vectors expressing PU.1, IRF8 and TopBP1 were transiently co-transfected into HEK293 cells using Lipofectamine 2000 (Invitrogen). After 18 h of transfection, the cells were collected and washed with PBS. The cells were then treated with trypsin, followed by PBS wash. Subsequently, the cells were lysed on ice for 30 min using lysis buffer containing 150 mM NaCl, 50 mM Tris–HCl (pH 7.4), 1 mM EDTA, 0.5% Triton X-100 and a protease inhibitor cocktail (Xpert). These cells were centrifuged at 16,000*g* for 10 min at 4 °C, and the lysate was collected.

### Co-IP and western blotting analysis

As described previously^54^ with minor modification. Splenocytes were washed with PBS and lysed in 150 mM NaCl, 50 mM Tris–HCl (pH 7.4), 1 mM EDTA, 1% Triton X-100 and protease inhibitor cocktail (Roche) on ice for 20 min and passed three times through a 28G syringe. The lysates were collected after centrifugation at 16,000*g* for 10 min at 4 °C. Then, anti-IgG, anti-PU.1 or anti-TopBP1 were added, respectively, and incubated at 4 °C overnight. After adding Pierce protein A/G magnetic beads the samples were incubated at RT for 1 h and then washed three times with wash buffer. The immunoprecipitated proteins were eluted by a sample buffer.

For western blotting analysis, proteins were separated on 8% SDS–polyacrylamide gels and then transferred by electrophoresis to PVDF membrane (Millipore). The membranes were blocked with 5% nonfat dry skim milk or BSA dissolved in TBST (20 mM Tris–HCl (pH 7.4), 150 mM NaCl, 0.05% Tween 20) for 1 h at RT and incubated overnight at 4 °C with optimal concentrations of primary antibodies diluted in 5% nonfat dry skim milk or BSA. Following four additional washes in TBST, the membranes were further incubated for 45 min with HRP-conjugated secondary antibodies. Bound antibodies were detected using chemiluminescent HRP substrate (Millipore).

### qRT–PCR

Total RNA was extracted from pre-DCs at a steady state from BM and spleens or EPs of Flt3L-injected mice using RNAiso Plus (TaKaRa). Reverse transcription was performed by Maxime RT PreMix. Real-time quantitative PCR was performed using iCycler real-time PCR machine and qGreen Q-PCR Master Mix (GenDEPOT) to measure the expression of genes under the following conditions: 40 cycles of 95 °C for 30 s, 60 °C for 30 s and 72 °C for 30 s. All reactions were independently repeated at least three times to verify reproducibility. Primer sequences for quantitative real-time polymerase chain reaction (qRT–PCR) amplification: *Zbtb46:* (F) AGAGAGCACATGAAGCGACA; (R) CTGGCTGCAGACATGAACAC *Spi1:* (F) CCCGGATGTGCTTCCCTTAT; (R) TCCAAGCCATCAGCTTCTCC *Id2:* (F) ATTCTGAACCGAGCCTGGTG; (R) TCACCGGACTGAAGGCTTTC *Irf8:* (F) CGTGGAAGACGAGGTTACGCTG; (R) GCTGAATGGTGTGTGTCATAGGC *Batf3:* (F) GTGTCCAGGGGTACATGTGG; (R) TCTGGATCCTCTGTCCTGGG *Irf4:* (F) GGATGACACACAGATGGCCA; (R) ATCCCTCCAGCTCCTGTCAT *Notch2:* (F) AACTGTCAGACCCTGGTGAAC; (R) CGACAAGTGTAGCCTCCAATC *Klf4:* (F) CGATGAACTGACCAGGCACTAC; (R) CCTCTTCATGTGTAAGGCAAGGTG *Relb:* (F) CCTCTCTTCCCTGTCACTAACGGTCTC; (R) ACGCTGCTTTGGCTGCTCTGTGATG *Nfil3:* (F) GAACTCTGCCTTAGCTGAGGT; (R) ATTCCCGTTTTCTTCTCCGACACG *Tdrd3:* (F) GCAGATGACGGATGGGCATA; (R) CACAGTGCCAGAGAGCTTCA *Thsd7b:* (F) CCTCTGACTGTCCAGCCTTG; (R) CATTCCTGGCCACCTCCAAT *Rchy1:* (F) GCAGTGAGAAGCCTGTCCTT; (R) ATCCTCAGGTGTTCACGCTG *Chrm3:* (F) ACTATGTGGCCAGCAATGCT; (R) CGGCTCGTTTTGTTGTTCGT *Ch25h:* (F) GCTCGTCCAGCTCCTAAGTC; (R) GGACGAGTTCTGGTGATGCA *Rab2a:* (F) AACTGTCAGACCCTGGTGAAC; (R) CTTCCTCCCATGCAACACCC *Fabp5:* (F) AGGATGGGAAGATGATCGTGTG; (R) GTTGCATTTGACCGCTCACT *Fam110b:* (F) AGCAGAGCAGGTGTTCTTTGT; (R) GCAGGAGGTGTCGTGAACTG *Ppm1h:* (F) CCAATTTCATGGGCGGCATC; (R) CTGCACTCCACCTCATCCTG *Ulk4*: (F) AGCAGCAGAAACGTCATGGA; (R) ATTCATTCAGCTGGCCTCCC *Mllt3:* (F) TGAATGTGACAAGATCGTGAACC; (R) GCGTCCAGCTGTTGTATCCT *Nsdhl:* (F) GTCCTCATGGCATTTTCGGC; (R) CAGCGGCTAAGATGTGTCCA *Nek1:* (F) TTCAGGCCTCAATGGAGCAG; (R) CTCTTGCTGTCTGCTCCACA *Bambi:* (F) TGAGAACAAGAGGCTGCAGG; (R) TTGCCGCATTTTGTCACAGG *Itih5:* (F) GAGCTCCTGAGGAATACGGC; (R) AACCAGCAGTCTACCTGTGC *Gapdh:* (F) TGTAGTTGAGGTCAATGAAGGG (R) ACATCGCTCAGACACCATG.

### ChIP-seq analysis

Pre-DCs from BM and CD24^+^ EPs from splenocytes of WT mice were sorted using the EZ-ChIP kit, following the manufacturer’s protocol. In brief, cells were suspended in RPMI, and 36% formaldehyde was added and incubated at RT for 6 min. After that, glycine was added, and the suspension was incubated for 5 min. After washing with cold PBS, cells were lysed in lysis buffer containing 1× protease inhibitor cocktail II, and chromatin was sheared by sonication to fragments of 200–500 bp. Cell lysates were cleared by centrifugation (14,000*g*, 4 °C, 10 min), and 1% of the extract was used as input, whereas the remaining lysate was used for immunoprecipitation with anti-TopBP1 or anti-H3K4me overnight at RT followed by a 1-h incubation with Pierce protein A/G magnetic beads. Beads were subsequently washed three times in lysis buffer, one time in lysis buffer with 500 mM NaCl, one time in wash buffer (10 mM Tris–Cl pH 8.0, 0.25 M LiCl, 1 mM EDTA, 0.5% NP-40 and 0.5% Na-deoxycholate) and one time in TE pH 8.0. Elution of immunoprecipitated complexes was achieved with 1% SDS, proteins were degraded with a final concentration of 1 mg/ml proteinase K (3 h, 42 °C), and crosslinks were reversed (8 h, 65 °C). DNA was purified by phenol-chloroform extraction by mixing 1:1 with a phenol/chloroform/isoamyl alcohol (25:24:1) solution, and phenol-chloroform residues were removed using phase lock gel tubes (Quantabio). DNA was then precipitated with pure ethanol at −20 °C, and chromatin immunoprecipitation sequencing (ChIP-seq) analysis was conducted by Macrogen. Raw data from the ChIP-seq analysis were deposited in NCBI Gene Expression Omnibus (GEO) under accession number GSE301438. ChIP-seq-based TF target genes were obtained from the Harmonizome database (https://maayanlab.cloud/Harmonizome), a resource developed by the Ma’ayan Laboratory at the Icahn School of Medicine at Mount Sinai.

### Bulk RNA-seq analysis

CD24^+^ EPs were isolated using an Aria sorter with an expanded DC lineage from the splenocytes of WT and TopBP1^cKO^ mice injected with recombinant Flt3L-Ig. RNA purification was performed using a RNeasy Mini Kit (QIAGEN) following the manufacturer’s protocols. The sequencing procedures from purified RNA were performed by ebiogen as reported previously^48^. The gene ontology analysis of genes downregulated in CD24^+^EP of the TopBP1^cKO^ was based on searches conducted in DAVID (http://david.abcc.ncifcrf.gov/). TFs’ target genes for further analyses were obtained from TF target gene resources provided by the Ma’ayan Laboratory (https://maayanlab.cloud) and from the TRRUST database (Transcriptional Regulatory Relationships Unraveled by Sentence-based Text mining; https://www.grnpedia.org/trrust/). Raw data from the bulk RNA sequencing (RNA-seq) analysis were deposited in NCBI GEO under accession number GSE300836.

### Confocal microscopy

As described previously^55^ with minor modifications, the proportion of CD11c^+^ cells among the splenocytes of WT or TopBP1^cKO^ mice treated with Flt3L-Ig was enriched by the Magnisort CD11c positive selection kit, and these cells were seeded on poly-L-lysine coverslips. The cells were fixed in 4% paraformaldehyde for 10 min at 37 °C and permeabilized in 0.1% Triton X-100 in PBS for 15 min at RT. After incubation with PBS containing 2% BSA for 1 h, samples were stained with the primary antibody overnight at 4 °C and then washed three times with PBS. Fluorescent dye-labeled secondary antibody incubation was performed for 45 min at RT in the dark, and nuclei were stained with Hoechst for 10 min. The cover glasses were mounted onto glass slides and visualized using a Zeiss LSM700 microscope (Zeiss). The acquired images were subsequently processed with Zen software (Zeiss). The following antibodies were used: TopBP1, PU.1, ICSBP Alexa Fluor 488 and IRF8. The secondary antibodies were Alexa Fluor 488 anti-mouse IgG and Alexa Fluor 647 anti-rabbit.

### Quantification and statistical analysis

Statistical analysis was performed using Prism 10 software (GraphPad). For group statistics comparison value, one-way analysis of variance (ANOVA) with a Tukey’s or Dunnett’s multiple comparisons test or two-way ANOVA with a Bonferroni’s multiple comparisons test was employed, with significance indicated as *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001, and ‘ns’ denotes nonsignificant differences, in Figs. 1–7.

## Results

### TopBP1^cKO^ mice exhibited rapid tumor growth due to impaired anti-tumor immunity

Although TopBP1 is essential for V(D)J recombination and development of T and B cells^19^, its expression level was significantly higher in cDCs than in T and B cells (Fig. 1a). TopBP1 expression was further confirmed at the mRNA level during the in vitro generation of Flt3L-mediated BM-derived DCs (FL-BMDCs) (Supplementary Fig. 1a). We generated DC-specific TopBP1-depleted (TopBP1^cKO^; CD11c-cre × TopBP1^fl/fl^) mice (Supplementary Fig. 1b) and examined tumor growth. TopBP1^cKO^ tumor-bearing mice (TBM) exhibited notably faster tumor progression (Fig. 1b) and splenomegaly (Supplementary Fig. 1c) compared with littermate control (TopBP1^fl/fl^ WT) TBM. The population (Fig. 1c) and number (Supplementary Fig. 1d) of CD8α^+^ T cells were significantly reduced in the spleen and TILs of TopBP1^cKO^ TBM compared with WT TBM. Effector CD8^+^ T cells, secreting IFNγ (Fig. 1d), perforin and granzyme B (Fig. 1e), were also markedly decreased in the TILs of TopBP1^cKO^ TBM. In addition, the population of OVA-specific CD8^+^ T cells, critical for anti-tumor immunity against OVA-expressing E.G7 tumors, was significantly lower in both the spleen and TILs of TopBP1^cKO^ mice (Fig. 1f). CTL responses in TILs were also impaired in TopBP1^cKO^ TBM (Fig. 1g). Furthermore, the frequency and number of CD4^+^ T cells (Supplementary Fig. 1e) and IFNγ^+^CD4^+^ T cells in the spleen, inguinal LN and TILs (Supplementary Fig. 1f) were significantly reduced in TopBP1^cKO^ TBM. By contrast, NK cell populations remained unaffected in the spleen and inguinal LN but were instead increased in the TILs of TopBP1^cKO^ TBM (Supplementary Fig. 1g). In further analysis of the reduction of effector T cells in TopBP1^cKO^ mice, we found no differences in T cell development in the thymus between WT and TopBP1^cKO^ mice (Supplementary Fig. 2a), and the total number of thymic CD3⁺ T cells was also comparable between the two groups (Supplementary Fig. 2b). In addition, the frequency of apoptotic CD8α⁺ and CD4⁺ T cells in the spleen showed no differences between the two groups (Supplementary Fig. 2c). These results suggest that the reduced numbers of effector T cells observed in TopBP1^cKO^ TBMs are not due to defects in T cell development or increased apoptosis but are probably a secondary effect of altered cDC population. Supporting this, the cDC population in the spleen was significantly reduced in TopBP1^cKO^ TBM compared with WT TBM (Fig. 1h). Overall, these findings suggest that the rapid tumor growth in TopBP1^cKO^ mice results from impaired anti-tumor immunity due to defects in TopBP1-mediated cDC development.

**Fig. 1:**
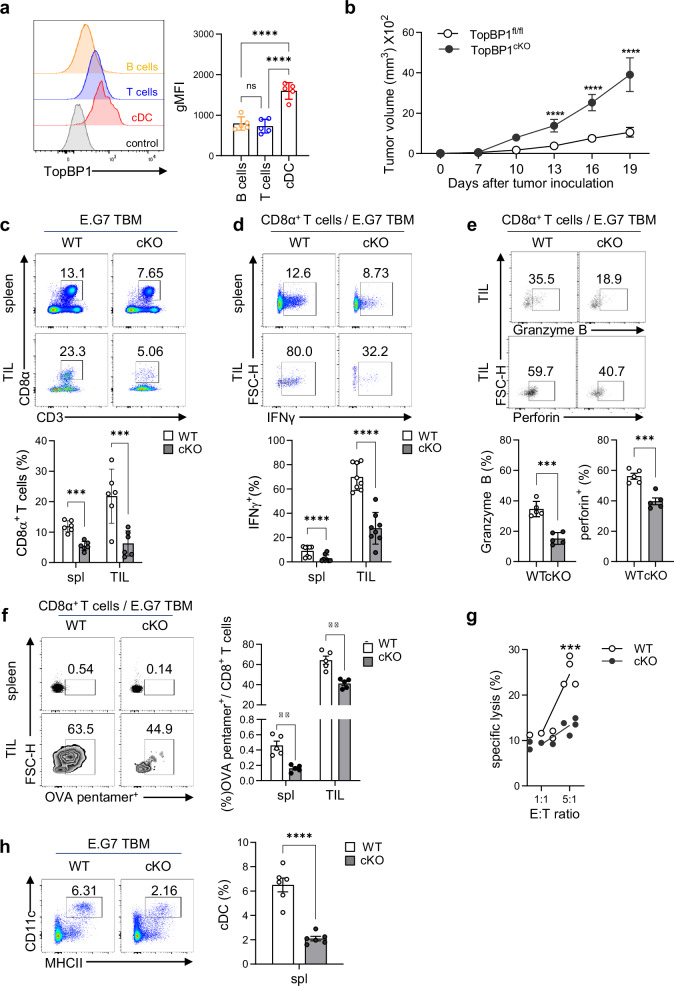
Rapid tumor growth in TopBP1^cKO^ mice due to impaired anti-tumor immunity. **a** Expression levels of TopBP1 in B cells, T cells and cDCs. **b** E.G7 tumor growth in WT and TopBP1^cKO^ mice. *n* = 8 per group. **c** CD8^+^T cells in the spleens and TILs of E.G7-TBM. *n* = 6 per group. **d** IFNγ^+^ effector CD8^+^ T cells in TILs of E.G7-TBM. *n* = 8 per group. **e** Granzyme B- and perforin-expressing CD8^+^ T cells in TILs of WT and TopBP1^cKO^ E.G7-TBM. *n* = 5 per group. **f** OVA-specific CD8α⁺ T cells in the spleens and TILs of WT and TopBP1^cKO^ E.G7-TBM. *n* = 5 per group. **g** CTL activity in the TILs of WT and TopBP1^cKO^ E.G7-TBM. *n* = 4 per group. **h** The frequency of total cDCs in the spleens of WT and TopBP1^cKO^ E.G7-TBM. *n* = 6 per group. An unpaired one-way ANOVA with Tukey’s multiple comparisons test was used for **a** two-way ANOVA with Turkey’s multiple comparisons test was used for **b**–**d** and **f**–**g**), and an unpaired *t*-test with Welch’s correction was used were used for statistical analysis in **e** and **h**. **P < 0.01, ***P < 0.001, ****P < 0.0001; the error bars indicate mean ± s.e.m.

### Reduced cDC levels in lymphoid and nonlymphoid organs of TopBP1^cKO^ mice

We examined the DC population at a steady state based on the gating strategy illustrated in Supplementary Fig. 3a. Intriguingly, the population of cDCs was significantly reduced in TopBP1^cKO^ mice compared with WT littermates in lymphoid organs (spleen and mesenteric LN) and nonlymphoid (lung, liver and kidney) organs (Fig. 2a). Compared with WT controls, the t-distributed stochastic neighbor embedding (t-SNE) plots of TopBP1^cKO^ splenocytes showed a clear decrease in cells expressing CD11c and MHCII (Fig. 2b). Consistent with the results in TopBP1^cKO^ mice, cDC (CD11c^+^MHCII^+^) populations were significantly reduced in in vitro-generated TopBP1^cKO^ FL-BMDCs compared with that in WT FL-BMDCs (Fig. 2c). In further subset analysis, the numbers of both XCR1^+^CD11b^−^ cDC1s and XCR1^−^CD11b^+^ cDC2s were also significantly reduced in TopBP1^cKO^ mice (Fig. 2d). However, the population and number of pDCs remained unchanged in both lymphoid and nonlymphoid organs in both TopBP1^cKO^ and WT mice (Fig. 2e). These results suggest that TopBP1 plays a crucial role in cDC development but is little involved in pDC development.

**Fig. 2:**
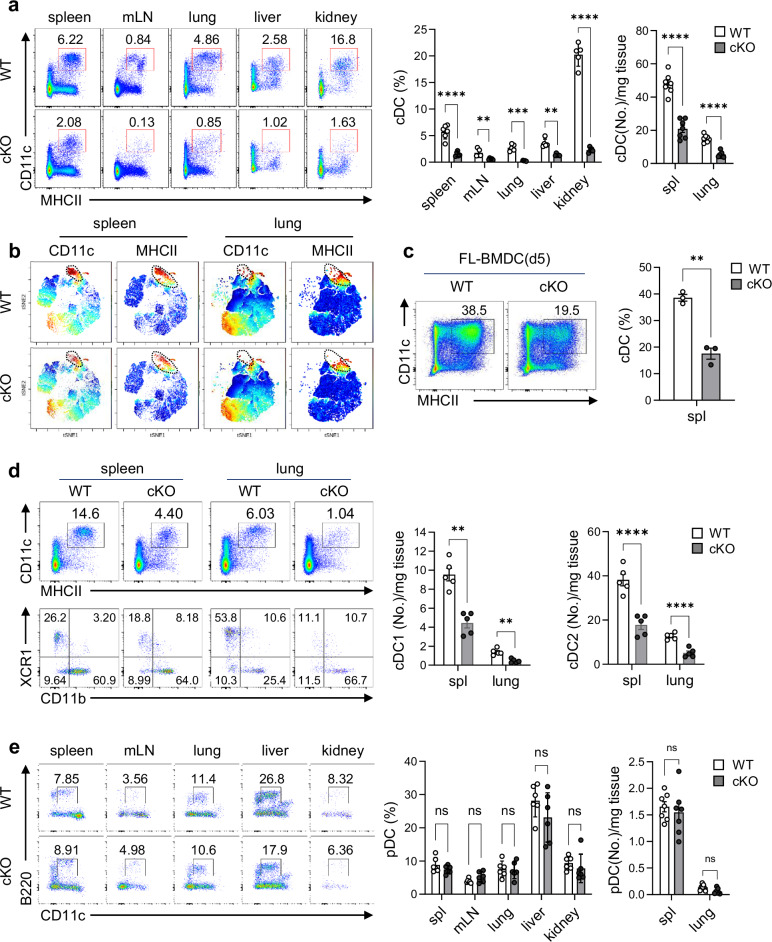
Conditional depletion of TopBP1 leads to cDC deficiency in mice. **a** Total cDCs in lymphoid organs (spleen and LN) and nonlymphoid organs (lung, liver and kidney) of WT and TopBP1^cKO^ mice at a steady state. *n* = 6 per group. **b** t-SNE plot of cytometry analysis of live immune cells in the spleens and lungs of WT and TopBP1^cKO^ mice at a steady state. (gated on FVD^−^Lin^−^BST2^−^CD45^+^) **c** cDC populations on day 5 of Flt3L (50 ng/ml)-BMDC generation in WT and TopBP1^cKO^ mice. *n* = 3 per group. **d** cDC subsets in the spleens and lungs of WT and TopBP1^cKO^ mice. *n* = 5 per group. **e** pDCs in lymphoid organs and nonlymphoid organs of WT and TopBP1^cKO^ mice at a steady state. *n* = 6 per group. Unpaired multiple *t*-tests for **a**, **d** and **e** and unpaired *t*-test with Welch’s correction for **c** were used for statistics. **P < 0.01, ***P < 0.001, ****P < 0.0001; ns not significant, the error bars indicate mean ± s.e.m.

### TopBP1 is intrinsically required for the differentiation of pre-DCs into cDCs

We considered three possible reasons for the reduction of cDCs in TopBP1^cKO^ mice: (1) impairment of cDC differentiation, (2) impairment of pre-DC/cDC proliferation and/or (3) cDC apoptosis increased in TopBP1^cKO^ mice due to accumulation of DNA damages. Normally, pre-DCs (Lin^−^BST2^−^CD117^−/int^MHCII^−^CD11c^+^CD115^−^CD135^+^) express TopBP1 at levels comparable to those observed in cDCs (Fig. 3a). In TopBP1^cKO^ mice, pre-DCs accumulated significantly in the BM and other organs compared with WT mice (Fig. 3b). It is well known that pre-DCs comprise pre-cDC1s (SiglecH^−^Ly6C^−^) and pre-cDC2s (SiglecH^−^Ly6C^+^) and then differentiate into cDC1 and cDC2 subsets, respectively^56^. Analysis of pre-DC subsets revealed no significant differences in the population of pre-cDC1 and pre-cDC2 between WT and TopBP1^cKO^ mice (Supplementary Fig. 3b). These results imply that TopBP1 is probably involved in the differentiation of pre-DCs into cDCs, regardless of final fate. Proliferation capacity was assessed based on the expression of the proliferation marker Ki-67 and BrdU incorporation. Although the proportion of Ki-67⁺ cells in BM pre-DCs was comparable between WT and TopBP1^cKO^ mice (Supplementary Fig. 4a), the proportions of Ki-67⁺ cells in splenic cDC1s, cDC2s and pDCs were increased in TopBP1^cKO^ mice compared with WT (Supplementary Fig. 4b). To validate this result more precisely, we analyzed BrdU incorporation, which revealed a significant increase in BrdU⁺ cells in both BM and splenic pre-DCs and cDCs of TopBP1^cKO^ mice compared with WT controls (Supplementary Fig. 4c). In addition, there was no significant difference in pre-DC apoptosis rates in the BM and spleen (Supplementary Fig. 5a) or in cDC subsets in the spleen and lungs (Supplementary Fig. 5b) between WT and TopBP1^cKO^ mice. DNA damage analysis by staining with γH2AX, a DNA damage marker, showed no significant difference in the extent of DNA damage accumulation between WT and TopBP1^cKO^ mice in BM-derived pre-DCs (Supplementary Fig. 6a), whereas in pre-DC subsets, there was a trend toward even further reduction in DNA damage accumulation in the TopBP1^cKO^ mice (Supplementary Fig. 6b). In addition, no clear difference in DNA damage accumulation was observed between WT and TopBP1^cKO^ mice in the cDC subsets (Supplementary Fig. 6c). Overall, our findings suggest that the significant reduction in the cDC population observed in TopBP1^cKO^ mice is primarily due to an impaired differentiation process from pre-DCs to cDCs rather than reduced cDC proliferation capacity, increased DNA damage accumulation or increased cDC apoptosis during cDC development in TopBP1^cKO^ mice.

**Fig. 3:**
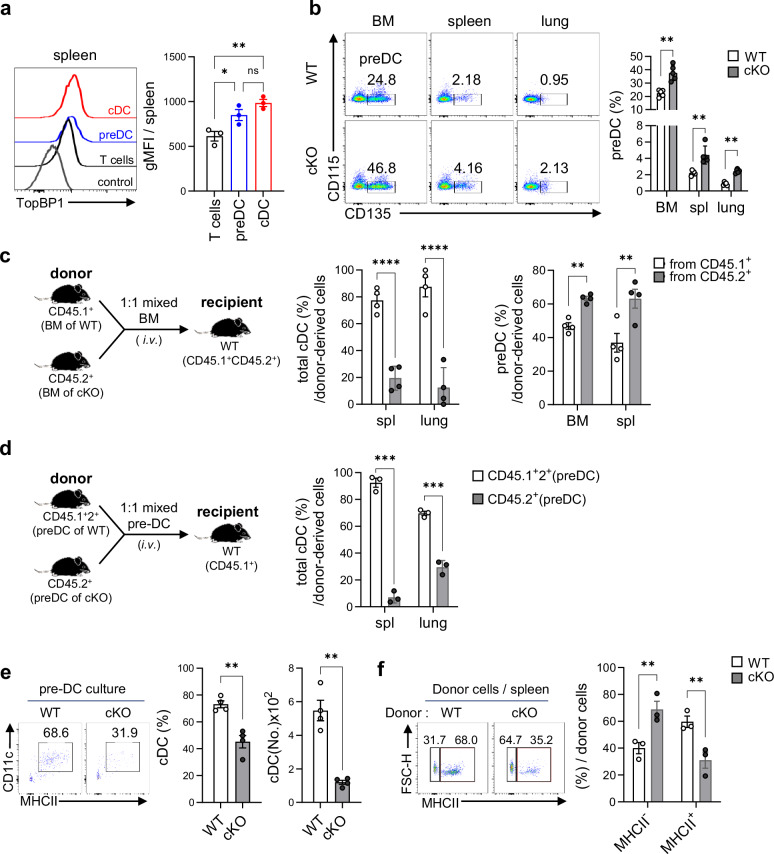
TopBP1 is an intrinsic factor required for pre-DC differentiation into cDCs. **a** Expression levels of TopBP1 in pre-DCs and cDCs were compared with that of T cells as a positive control in the spleens of WT mice. *n* = 3 per group. **b** Populations of pre-DCs in the spleens, BM and lungs of WT and TopBP1^cKO^ mice at a steady state. *n* = 5 per group. **c**, Total BM cells of WT (CD45.1^+^) and TopBP1^cKO^ (CD45.2^+^) mice were mixed at a 1:1 ratio and injected intravenous (i.v.) into recipient WT (CD45.1^+^2^+^) mice. After 7 days, cDCs and pre-DCs differentiated from donor BM cells were assessed. *n* = 4 per group. **d** Pre-DCs sorted from the BM of WT (CD45.1^+^2^+^) and TopBP1^cKO^ (CD45.2^+^) mice were mixed at a 1:1 ratio and injected i.v. into recipient WT (CD45.1^+^) mice. After 5 days, cDCs differentiated from donor pre-DCs were assessed in the spleen and lung. *n* = 3 per group, with ten mice used per replicate. **e** Pre-DCs sorted from the BM of WT (CD45.1^+^2^+^) and TopBP1^cKO^ (CD45.2^+^) mice were cultured with CD45.1^+^ feeder cells (50 ng/ml Flt3L-BMDC, d5). After 4 days, cDCs differentiated from donor pre-DCs were assessed. *n* = 4 per group, with five mice used per replicate. **f** Pre-DCs sorted from the BM of WT (CD45.1^+^2^+^) and TopBP1^cKO^ (CD45.2^+^) mice were mixed at a 1:1 ratio and injected i.v. into recipient WT (CD45.1^+^) mice. After 2 days, MHCII expression levels in donor cells were assessed in the spleen of recipient mice. *n* = 3 per group, with six mice used per replicate. Unpaired one-way ANOVA with Tukey’s multiple comparisons test for **a** two-way ANOVA with Tukey’s multiple comparisons test for **b**–**d** unpaired *t*-test with Welch’s correction for **e** and two-way ANOVA with Bonferroni for multiple comparisons for **f** were used to measure significance. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001, ns not significant, the error bars indicate mean ± s.e.m.

Next, to determine whether TopBP1 is an intrinsic or extrinsic factor in cDC development, WT (CD45.1^+^) and TopBP1^cKO^ (CD45.2^+^) BM cells were mixed at a 1:1 ratio and adoptively transferred into WT(CD45.1^+^CD45.2^+^) recipient mice. The cDC population derived from TopBP1^cKO^ BM cells was significantly reduced compared with that derived from WT BM cells, whereas the pre-DC population derived from TopBP1^cKO^ BM cells was increased (Fig. 3c). Furthermore, in the adoptive transfer of pre-DC mixtures obtained from the BM of WT (CD45.1^+^2^+^) and TopBP1^cKO^ (CD45.2^+^) mice into WT (CD45.1^+^) recipient mice, the population of cDCs derived from TopBP1^cKO^ pre-DCs was substantially lower than that derived from WT pre-DCs (Fig. 3d). When the pre-DCs sorted from the BM of WT and TopBP1^cKO^ mice were cultured in the presence of feeder cells (FL-BMDCs on day 5), the cDC population derived from TopBP1^cKO^ pre-DCs was also markedly reduced compared with cDCs derived from WT pre-DCs (Fig. 3e). These data suggest that TopBP1 is an intrinsic factor in the differentiation of pre-DCs into cDCs. Another interesting observation is that 2 days after adoptive transfer of pre-DCs, the MHCII^+^ population among cDCs was markedly reduced in TopBP1^cKO^ pre-DC-derived cells compared with WT pre-DC-derived cells (Fig. 3f). This implies that TopBP1 is involved in the transition from MHCII^−^ to MHCII^+^ during cDC differentiation. This observation is further delineated in the Discussion.

### Flt3L-based tumor immunotherapy was not effective in TopBP1^cKO^ TBM due to impairment of cDC1 development

Flt3L is a growth factor widely used in tumor immunotherapy to increase immune cells^25^. It was recently reported that Flt3L amplifies small amounts of EPs (CD11c^+^CD117^+^) in the BM and then promotes further differentiation of amplified EPs into cDC1s^26^, inducing anti-tumor immunity. Consistent with a previous report, the EP population dramatically increased in the BM of Flt3L-expressing B16F10 melanoma TBM compared with B16F10 TBM or GM-CSF-expressing B16F10 TBM (Supplementary Fig. 7a). When pre-DCs and EPs obtained from the BM of control and Flt3L-injected mice, respectively, were mix-cultured with feeder cells, cDC1s were more efficiently differentiated from Flt3L-derived EPs than from pre-DCs (Supplementary Fig. 7b).

To determine whether the reduced anti-tumor immunity in TopBP1^cKO^ TBM could be restored by Flt3L immunotherapy, Flt3L was administered intraperitoneally (i.p.) daily to E.G7-TBM. In WT TBM, Flt3L immunotherapy effectively inhibited tumor growth, but this suppression was absent in TopBP1^cKO^ TBM, mirroring the observations in cDC1-deficient Batf3^KO^ TBM (Fig. 4a). Flt3L administration resulted in a significant increase in the population and number of cDCs in WT TBM; however, this marked enhancement was not observed in TopBP1^cKO^ and Batf3^KO^ TBM (Fig. 4b). As expected, the majority population among the expanded cDCs in the spleen of Flt3L-injected WT TBM was cDC1s, whereas in TopBP1^cKO^ TBM, the cDC1 population remained unchanged, with only a marginal increase in cell numbers even after Flt3L administration (Fig. 4c). Moreover, antigen-specific CTL responses were not effectively induced in TopBP1^cKO^ TBM compared with WT TBM (Supplementary Fig. 7c). However, there was no significant difference in the populations of total EPs in the BM and spleen between WT and TopBP1^cKO^ TBM receiving Flt3L immunotherapy (Fig. 4d). Further analysis of total EPs based on MHCII expression revealed a significant reduction in the MHCII^+^ population and a notable accumulation of the MHCII^−^ population in TopBP1^cKO^ TBM compared with WT TBM (Fig. 4e). This observation is also delineated in the Discussion. MHCII^−^ EPs were sorted from the spleens of Flt3L-injected WT (CD45.1^+^) or TopBP1^cKO^ (CD45.2^+^) mice and cultured in the presence of feeder cells (CD45.1^+^2^+^) to induce differentiation, as illustrated in Fig. 4f. MHCII^−^ EPs from TopBP1^cKO^ failed to properly differentiate into cDC1s compared with those from WT MHCII^−^ EPs (Fig. 4f). These results indicate that the inefficient tumor suppression by Flt3L immunotherapy in TopBP1^cKO^ TBM is probably due to an impairment in the differentiation process from EPs into cDC1s. By contrast, ratio of the splenic cDC2 populations between WT and TopBP1^cKO^ mice showed no clear difference at a steady state. However, in Flt3L-treated E.G7-TBMs, WT mice exhibited a marked increase in the cDC1 population, resulting in a relatively reduced proportion of cDC2s. In TopBP1^cKO^ mice, cDC1 differentiation was severely impaired, leading to a relatively increased proportion of cDC2s (Supplementary Fig. 7d, left). These results suggest that the cDC2 population in TBMs is not substantially affected by Flt3L-treatment, regardless of TopBP1 status. However, the absolute cell number of splenic cDC2 was substantially reduced in TopBP1^cKO^ mice compared with WT mice in both PBS- and FL-treated groups (Supplementary Fig. 7d, right), suggesting that TopBP1 is also essential for cDC2 development.

**Fig. 4:**
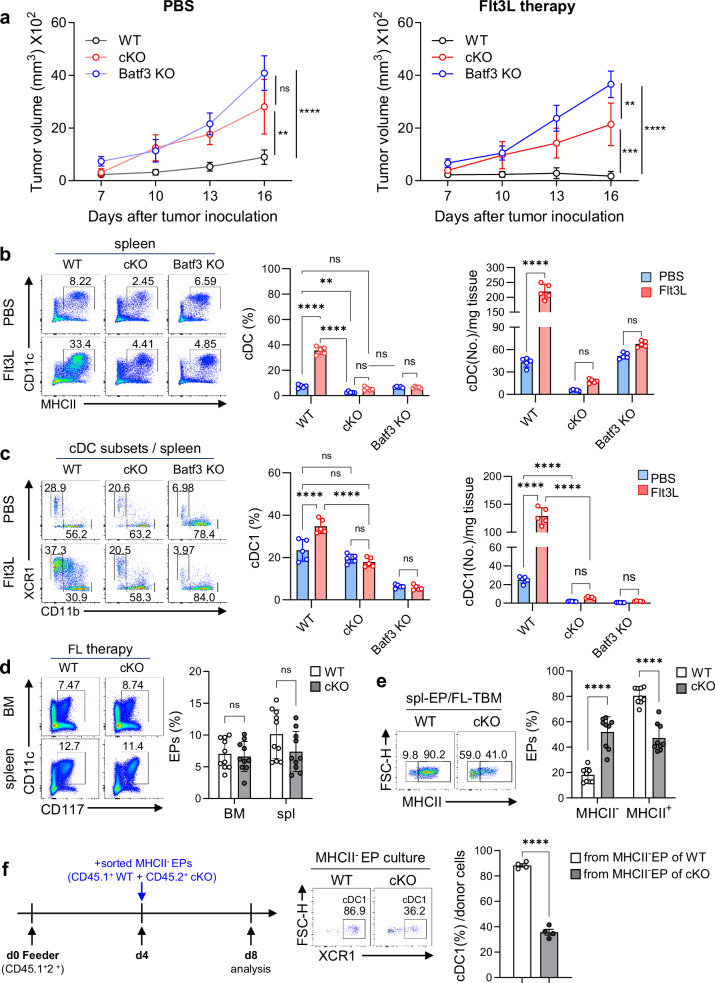
Flt3L-based tumor immunotherapy was not effective in TopBP1^cKO^ TBM due to impairment of cDC1 development. **a** Tumor growth was monitored in WT, TopBP1^cKO^ and Batf3^KO^ E.G7-TBM treated with Flt3L as a tumor immunotherapy. Recombinant Flt3L (3 µg) was administered i.p. daily from day 9 to day 18 after tumor injection. *n* = 8 per group. **b** Analysis of cDCs on day 16 in the spleens of WT, TopBP1^cKO^ and Batf3^KO^ E.G7-TBM treated with Flt3L. *n* = 5 per group. **c**, Analysis of cDC1 subset on day 16 in the spleens of WT and TopBP1^cKO^ E.G7-TBM treated with Flt3L. *n* = 5 per group. **d** Total EPs (CD117^+^CD11c^+^) were assessed in the BM and spleens of WT, TopBP1^cKO^ and Batf3^KO^ E.G7-TBM treated with Flt3L. *n* = 10 per group. **e** MHCII^+^ population in the splenic EPs of Flt3L-treated WT and TopBP1^cKO^ E.G7-TBM. *n* = 9 per group. **f** MHCII^-^ EPs were sorted from WT (CD45.1^+^) and TopBP1^cKO^ (CD45.2^+^) BM cells cultured for 2 days with Flt3L (50 ng/ml) and then further cultured with FL-BMDCs (day 4) as feeder cells (CD45.1^+^2^+^). Four days later, the population of cDC1s differentiated from MHCII^−^ EPs were assessed. *n* = 4 per group. Unpaired two-way ANOVA with Tukey for multiple comparisons for **a**–**e** and an unpaired *t*-test with Welch’s correction for **f** were used to measure significance. **P < 0.01, ***P < 0.001, ****P < 0.0001, ns not significant, the error bars indicate mean ± s.e.m.

### TopBP1 plays a crucial role in the differentiation process from XCR1^−^CD24^+^ EPs to XCR1^+^CD24^+^cDC1s in Flt3L-mediated cDC1 development

The population of cDCs within EPs was significantly reduced in TopBP1^cKO^ Flt3L-TBM compared with WT Flt3L-TBM (Supplementary Fig. 7e). Since EPs are defined based solely on the expression of CD11c and CD117 (c-kit), they constitute a heterogeneous population encompassing both DC progenitors and fully differentiated cDCs^26^. To determine at which stage the differentiation from EPs to cDCs is impaired in TopBP1^cKO^ mice, we analyzed splenic EPs from Flt3L-injected mice using XCR1 and CD24, which are established surface markers for cDC1s^57^. Within the splenic EPs of WT Flt3L-TBM, the cDC gate was further examined for cDC1 markers, revealing three distinct populations: XCR1^−^CD24^−^, XCR1^−^CD24^+^ and XCR1^+^CD24^+^ (cDC1). Given the lower expression levels of MHCII and CD11c in the XCR1⁻CD24⁺ population, we hypothesized that this subset serves as a precursor to XCR1⁺CD24⁺ cDC1s (Fig. 5a). Although the total EP populations were comparable between WT and TopBP1^cKO^ TBM injected with Flt3L (Fig. 4d), a notable finding was the significant increase in the XCR1⁻CD24⁺ population, accompanied by a marked decrease in the XCR1⁺CD24⁺cDC1 population in the splenic EPs of TopBP1^cKO^ TBM compared with those of WT TBM (Fig. 5b). This accumulation of XCR1^−^CD24^+^ cDC1 precursors was similarly observed in tumor-free TopBP1^cKO^ mice injected with Flt3L (Fig. 5c). Similarly, in FL-BMDCs generated in vitro, the XCR1^-^CD24^+^ population accumulated, whereas the fully differentiated XCR1^+^CD24^+^ cDC1 population was significantly reduced in TopBP1^cKO^ FL-BMDCs compared with WT FL-BMDCs (Fig. 5d). Batf3^KO^ mice, in which differentiation into cDC1s is blocked, were used as a control. Differentiation into XCR1⁻CD24⁺EP cells in TopBP1^cKO^ mice was comparable to that observed in Batf3^KO^ mice (Fig. 5d). To determine whether XCR1⁺CD24⁺ cDC1s differentiate from XCR1⁻CD24⁺ EPs, XCR1⁻CD24⁺ EPs were sorted from the spleens of Flt3L-injected mice and cultured with feeder cells. The generation of XCR1^+^CD24^+^ cDC1s was markedly reduced in cultures derived from TopBP1^cKO^ EPs compared with those from WT EPs (Fig. 5e). Consistent with these results, when XCR1^−^CD24^+^ EPs sorted from the FL-BMDCs were cultured with feeder cells (CD45.1^+^), the development of XCR1^+^CD24^+^ cDC1s was also dramatically reduced in TopBP1^cKO^ EPs—similar to what was observed in Batf3^KO^ mice—compared with WT EPs (Fig. 5f). Overall, these results indicate that TopBP1 plays a crucial role in the differentiation of XCR1^−^CD24^+^EPs into XCR1^+^CD24^+^ cDC1s. Meanwhile, XCR1^−^CD24^−^ cells, probably corresponding to cDC2s, represented a minor population among the EPs (Fig. 5a), and MHCII^+^ population within these cells was also significantly reduced in TopBP1^cKO^ EPs compared with WT EPs (Supplementary Fig. 8a). Even when further cultured with feeder cells, these XCR1^−^CD24^−^ WT EPs did not express XCR1 within the DC gate (Supplementary Fig. 8b).

**Fig. 5:**
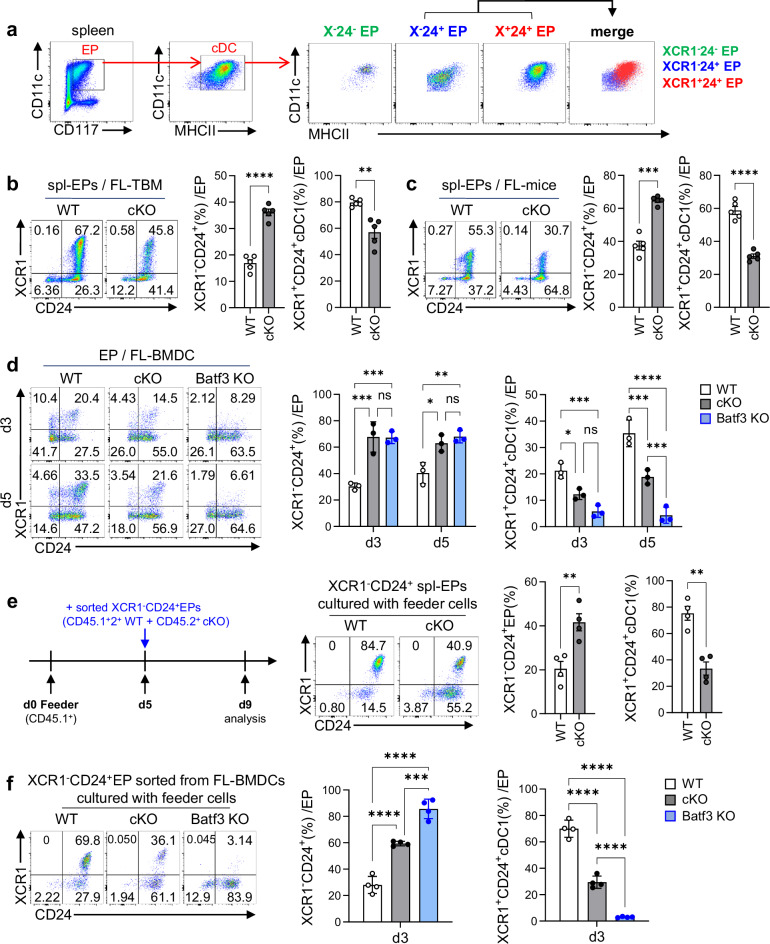
TopBP1 is essential for differentiation of XCR1^-^CD24^+^ EPs to XCR1^+^CD24^+^ cDC1s. **a** The cDC gate in the splenic EPs of Flt3L-treated WT TBM was further examined for the expression of cDC1 markers, CD24 and XCR1, and the three distinct populations were re-plotted based on MHCII and CD11c expression levels. **b** Splenic EPs from the Flt3L-treated WT and TopBP1^cKO^ TBM were analyzed based on the expression of XCR1 and CD24. *n* = 5 per group. **c** Splenic EPs from WT and TopBP1^cKO^ mice treated with Flt3L-Ig on day 0 and day 3 were analyzed on day 9 based on the expression of XCR1 and CD24. *n* = 5 per group. **d** Total EPs of WT, TopBP1^cKO^ and Batf3^KO^ mice were further examined based on the expression levels of XCR1 and CD24, which are cDC1 markers, during the FL-BMDC cultures on day 3 and 5. *n* = 3 per group. **e** XCR1^−^CD24^+^ EPs were sorted on day 9 from total splenic EPs of WT (CD45.1^+^2^+^) and TopBP1^cKO^ (CD45.2^+^) mice treated with Flt3L-Ig on day 0 and day 3, and equal numbers of these EPs were cultured with CD45.1^+^ feeder cells (FL-BMDCs on day 5). Four days later, the population of cDC1s differentiated from XCR1^−^CD24^+^ EPs was assessed. *n* = 4 per group. **f** XCR1^−^CD24^+^ EPs were sorted from FL-BMDC cultures on day 5 of WT (CD45.1^+^2^+^), TopBP1^cKO^ (CD45.2^+^) and Batf3^KO^ (CD45.2^+^) mice, respectively. Equal numbers of sorted cells were cultured with CD45.1^+^ feeder cells (FL-BMDCs on day 5). After 5 days, the population of XCR1^−^CD24^+^EPs and XCR1^+^CD24^+^ cDC1s differentiated from the cultures were assessed. *n* = 4 per group. Unpaired *t*-test with Welch’s correction for **b**, **c** and **e** unpaired two-way ANOVA with Tukey for post-test for **d** and unpaired one-way ANOVA with Tukey for post-test for **f** were used to measure significance. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001; ns not significant; the error bars indicate mean ± s.e.m.

### Reduced expression of DC-related TF target genes in the pre-DCs and EPs of TopBP1^cKO^ mice

As TopBP1^cKO^ mice showed only cDC deficiency without affecting the differentiation of pDCs, we investigated the expression of zbtb46, a key TF for the development of cDCs^58^, in the pre-DC and cDCs of TopBP1^cKO^ mice. However, the zbtb46 expression was not affected by TopBP1 depletion in pre-DCs/cDCs or in EPs in the BM and spleens of WT and TopBP1^cKO^ mice (Supplementary Fig. 9a). We further examined the expression of well-established TFs involved in cDC differentiation using qRT–PCR in pre-DCs isolated from the BM of WT and TopBP1^cKO^ mice. Most TFs did not show any significant reduction in expression in the pre-DCs of TopBP1^cKO^ mice; however, some TFs, including *Batf3*, *IRF4* and *Notch2*, exhibited increased expression in TopBP1^cKO^ pre-DCs compared with WT pre-DCs (Supplementary Fig. 9b). Moreover, XCR1^−^CD24^+^ splenic EPs showed no differences in the expression of DC-related TFs between Flt3L-injected WT and TopBP1^cKO^ mice (Supplementary Fig. 9c). These results suggest that TopBP1 may contribute to cDC development through mechanisms other than direct regulation of DC-related TF expression during cDC differentiation. For further analysis, we performed bulk RNA -seq transcriptomic analysis on CD24^+^ splenic EPs from WT and TopBP1^cKO^ mice. 

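The deposited data cover 4 libraries of CD24+ emergency progenitors (EPs), 2 from WT and 2 from TopBP1 cKO mice. Mice were given 10 μg of Flt3L-Ig i.p. on day 0 and day 3, and the EPs were taken by sorting from splenocytes on day 9. The sample labels name TaKaRa RNAiso Plus for the RNA, whereas the methods of the paper name a RNeasy Mini Kit. The labels name the CORALL RNA-seq V2 kit for the libraries, which ebiogen sequenced. For each library, the authors deposited whole-number read counts on the transcripts of 40213 gene symbols, without normalization, and 19743 of the symbols had more than 1 transcript. The text of the paper does not name the aligner, the counting program or the rule for reads that fit several transcripts of a gene. The counts came to 14561583 and 15193831 in the WT libraries and to 15148032 and 15093476 in the libraries labelled TopBP1 cKO. They were summed over the transcripts of each gene symbol and normalized by TMM, and the 12393 genes that passed the filter on low counts (filterByExpr) were compared by the quasi-likelihood test of edgeR with Benjamini–Hochberg adjustment (FDR). With 2 libraries against 2, an exact permutation test cannot go below 0.333, so each P value comes from the model fitted across all genes.

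*Topbp1*, the deleted gene, had 1102 and 1143 counts in the WT libraries. It had 773 counts in TopBP1 cKO replicate 1 and 1279 in TopBP1 cKO replicate 2. The log2 fold change was −0.20 (SE 0.21, FDR 0.774), which was −0.60 without TopBP1 cKO replicate 2 and 0.11 without TopBP1 cKO replicate 1. For this reason the second group is called by its label here. In all, 13 genes differed at FDR < 0.05, 10 of them higher and 3 lower in the libraries labelled TopBP1 cKO, and 1328 genes had an unadjusted P value below 0.05. Chance would place both libraries of one group above or below both of the other for 33.3% of genes, and 2824 genes were higher and 2574 lower in this way. Among the alternatives that kept this design and these gene sums, the likelihood ratio test of edgeR moved the number of genes at FDR < 0.05 most, to 234. The quasi-likelihood test on each transcript by itself gave 0, with 2018 transcripts at an unadjusted P value below 0.05.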

Consistently, there was no significant difference in the expression of DC-related major TFs in the CD24^+^ EPs between Flt3L-injected WT and TopBP1^cKO^ mice (Fig. 6a). By contrast, genes whose expression was reduced by more than 50% in TopBP1^cKO^ EPs compared with WT EPs were predominantly associated with protein binding in molecular functions and transcription regulation by RNA polymerase II in biological processes (Fig. 6b). It is well established that TopBP1 functions as a scaffold protein, indirectly binding to DNA through protein–protein interactions^59,60^. 

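Expression of the 8 TFs of Fig. 6a and of *Batf3* and *Zbtb46* was taken as CPM, the counts of each library scaled to a common size with the TMM factors. None of the 10 TFs differed at FDR < 0.05 over all genes tested, and none did adjusted over the list alone. *Irf4* was the only one with an unadjusted P value below 0.05. Its expression was 17.8 ± 1.49 CPM (SD, n = 2) in WT EPs and 24.7 ± 0.707 CPM (SD, n = 2) in the libraries labelled TopBP1 cKO, both of which were above both WT libraries. The log2 fold change of *Irf4* was 0.47 (SE 0.16, FDR 0.364), with an FDR of 0.187 adjusted over the list alone. It stayed between 0.39 and 0.55 with each library left out in turn. *Spi1*, which encodes PU.1, was expressed at 263 ± 19.1 CPM in WT EPs and 273 ± 25.4 CPM in the libraries labelled TopBP1 cKO, a log2 fold change of 0.05 (SE 0.13, FDR 0.919). *Irf8* was the most abundant of the 10, with 2478 ± 51.1 CPM in WT EPs and 2194 ± 369.9 CPM in the libraries labelled TopBP1 cKO. Its log2 fold change of −0.18 (SE 0.17, FDR 0.749) was smaller than the spread between those libraries, which held 2456 and 1933 CPM. Leaving out *Irf4*, the log2 fold changes ran from −0.26 for *Batf3* to 0.24 for *Relb*, with SEs from 0.11 to 0.29 and no FDR below 0.589. The value of *Batf3* was −0.57 without TopBP1 cKO replicate 1 and −0.01 without TopBP1 cKO replicate 2. The count of TFs at FDR < 0.05 was 0 under each of the other tests, filters and normalizations as well.

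**Figure D1:**
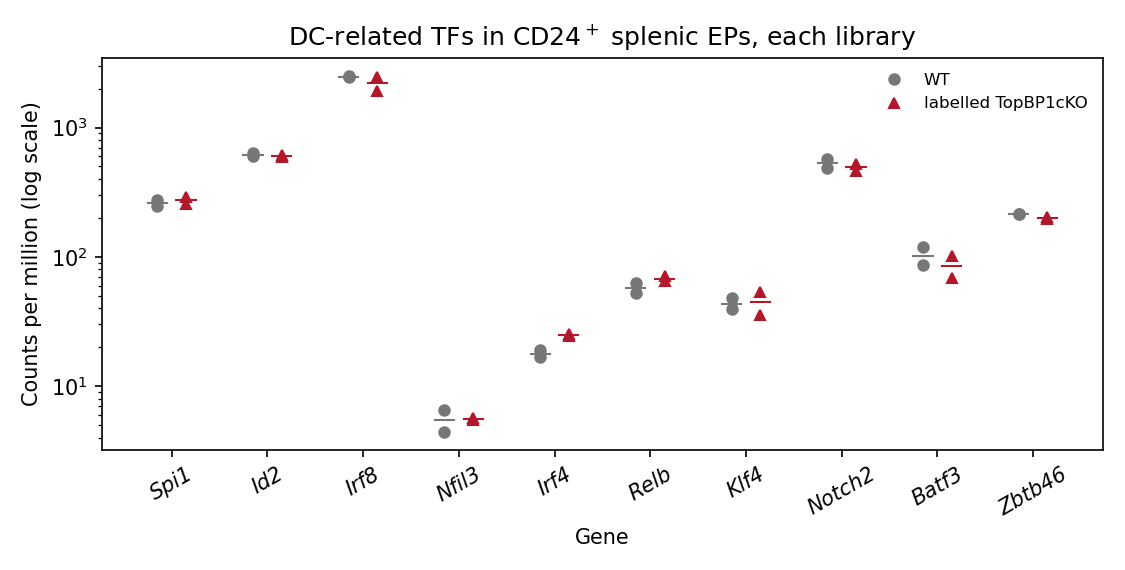
CPM (log scale) of the 10 DC-related TFs in each library, with WT as grey circles, the libraries labelled TopBP1 cKO as red triangles and a line at each mean. Both red triangles lie above both grey circles for *Irf4* and *Relb*, and both lie below for *Zbtb46*.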

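At the threshold of Fig. 6b (fold change < 0.5 and an unadjusted P value below 0.05), 62 of the genes tested were reduced in the libraries labelled TopBP1 cKO, and 394 were raised more than 2-fold. Without any test, 112 genes had a fold change below 0.5 and 496 a fold change above 2. Among the 4 fits that each left out 1 library, that number of reduced genes was largest without TopBP1 cKO replicate 1, at 372. When each WT library was instead grouped with a library labelled TopBP1 cKO, which can be done in 2 ways, the threshold of Fig. 6b was passed by 38 and 25 reduced genes and by 38 and 43 raised genes. Taking each transcript by itself moved the number reduced most among the alternatives set before the data were examined, to 727 transcripts of 29581 tested. The gene ontology analysis was not repeated, since no gene ontology annotation comes with the data.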

Based on this, we evaluated the expression of TF target genes curated from the TRRUST database and Ma’ayan Laboratory resources and found that the target genes regulated by PU.1 (Spi1), IRF8 and IRF4 were substantially downregulated (fold change <0.5, false discovery rate (FDR) <0.05) in TopBP1^cKO^ EPs. 

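Over all genes tested, 2 genes had a fold change below 0.5 at FDR < 0.05, and 10 had a fold change above 2. The count covers every gene, because the target lists of the TRRUST database and the Ma’ayan Laboratory are not part of the deposited data. *Gm33272* had 469 and 480 counts in the WT libraries and 163 and 110 in the libraries labelled TopBP1 cKO, a log2 fold change of −1.86 (SE 0.22, FDR 0.0421). It has no transcript in the reference used to look for shared sequence. *2210418O10Rik* had 41 and 68 counts in the WT libraries and 0 in both of the libraries labelled TopBP1 cKO (FDR 0.0468). Its ratio to WT was 0 (95% interval 0 to 0.0328). All of its 31-base sequences also occur in *Gm14296*, whose counts went the other way, from 1 and 0 to 58 and 90. *Fosb* was the other gene called lower, with a log2 fold change of −0.99 (SE 0.12, FDR 0.0421).

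The 5 raised genes with the smallest P values were *Ltf*, *S100a8*, *Lcn2*, *Ngp* and *S100a9*, all of which are on a list of neutrophil markers. *Ltf* rose from 99.8 ± 3.29 CPM to 323 ± 29.5 CPM (SD), a log2 fold change of 1.69 (SE 0.13, FDR 0.00634). The log2 fold changes of *S100a8*, *Lcn2*, *Ngp* and *S100a9* were 1.53, 1.79, 1.48 and 1.48. The remaining raised genes, named after their values were seen, were *Cox6a2*, *Chil3*, *Gm14296*, *Gm39091* and *Cd177*. *Cox6a2* and *Gm39091* lie close to *Itgax*, the gene of CD11c. In counts simulated at this depth, with the spread typical of genes of like abundance, the same test found 98% of 200 genes given a log2 change of 2. Those genes had a mean of at least 20 counts, and extra spread of single genes was left out. A change near 0.5-fold was not simulated, so the share of such changes that the test finds is not known. In the libraries themselves, *Itgad* had a log2 fold change of 2.72 at FDR 0.103. The number of genes with a fold change below 0.5 at FDR < 0.05 was 12 with the DESeq2 Wald test and 24 with the likelihood ratio test of edgeR. It was 0 with upper quartile normalization and 0 with the quasi-likelihood test on each transcript by itself. Other tests on each transcript, chosen after the values were seen, gave 582 genes (likelihood ratio test), 323 (exact test), 550 (DESeq2 Wald test) and 0 (limma-voom).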

(Fig. 6c). Intriguingly, more than half of the IRF8 and IRF4 target genes downregulated in TopBP1^cKO^ EPs overlapped with the PU.1 target genes (Fig. 6c). Heat map analysis (fold change <0.1, FDR <0.05) revealed that the expression levels of PU.1/IRF8/IRF4 target genes were significantly reduced in TopBP1^cKO^ EPs compared with WT EPs, and most of the IRF4 and IRF8 target genes downregulated in TopBP1^cKO^ EPs overlapped with those of PU.1 (Fig. 6d). Taken together, our results suggest that TopBP1 plays a crucial role in cDC development by regulating the target gene expression of DC-related TFs, such as PU.1, IRF4 and IRF8, rather than by directly controlling the expression of the TFs themselves.

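The heat map of Fig. 6d names 37 different genes. As gene sums, 20 of the 37 were lower and 17 higher in the libraries labelled TopBP1 cKO, and their median log2 fold change was −0.01. None passed FDR < 0.05 over all genes tested or adjusted over the list alone, and the latter is not independent evidence, since the study chose the list on these libraries. At an unadjusted P value below 0.05, 2 genes were lower and 4 higher. *Tsc22d3* fell most, from 4685 and 4684 counts to 3658 and 1480, a log2 fold change of −0.93 (SE 0.35, FDR 0.417) that was −0.42 without TopBP1 cKO replicate 2. *Mki67* rose most, from 3063 and 3052 counts to 3861 and 12144, a log2 fold change of 1.31 (SE 0.43, FDR 0.36) that was 0.27 without TopBP1 cKO replicate 2. *Espl1* had a log2 fold change of 1.29 (SE 0.28, FDR 0.307), passed FDR < 0.05 as a raised gene in the DESeq2 Wald test and the likelihood ratio test of edgeR, and stood at 0.79 without TopBP1 cKO replicate 2.

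Single transcripts of the same genes gave other values. For 36 of the 37 genes, all but *Mapk14*, at least 1 transcript was counted in both WT libraries and had 0 counts in both of the libraries labelled TopBP1 cKO, where a count of 0 allows up to 3 by counting error alone. The most abundant such transcript held between 96 and 1136 counts in a WT library, a median of 19.3% of the WT counts of its gene. In 21 of the 37 genes, another transcript had 0 counts in both WT libraries and was counted in both of the libraries labelled TopBP1 cKO. In *Ap4m1*, for example, 1 transcript went from 327 and 240 counts to 0 while another went from 0 to 367 and 248 counts. The gene as a whole had 470 and 458 counts in the WT libraries and 462 and 377 in the libraries labelled TopBP1 cKO (log2 fold change −0.22, SE 0.16, FDR 0.682). Over all genes, 945 transcripts had at least 20 counts in both libraries of one genotype and 0 in both of the other. With each WT library grouped with a library labelled TopBP1 cKO, 924 and 961 transcripts did so. In the likelihood ratio test of edgeR on each transcript, chosen after these values were seen, 36 of the 37 genes had a transcript with a fold change below 0.5 at FDR < 0.05. That test called 1392 transcripts between the genotypes and 1361 and 1443 in the mixed groupings.

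**Figure D2:**
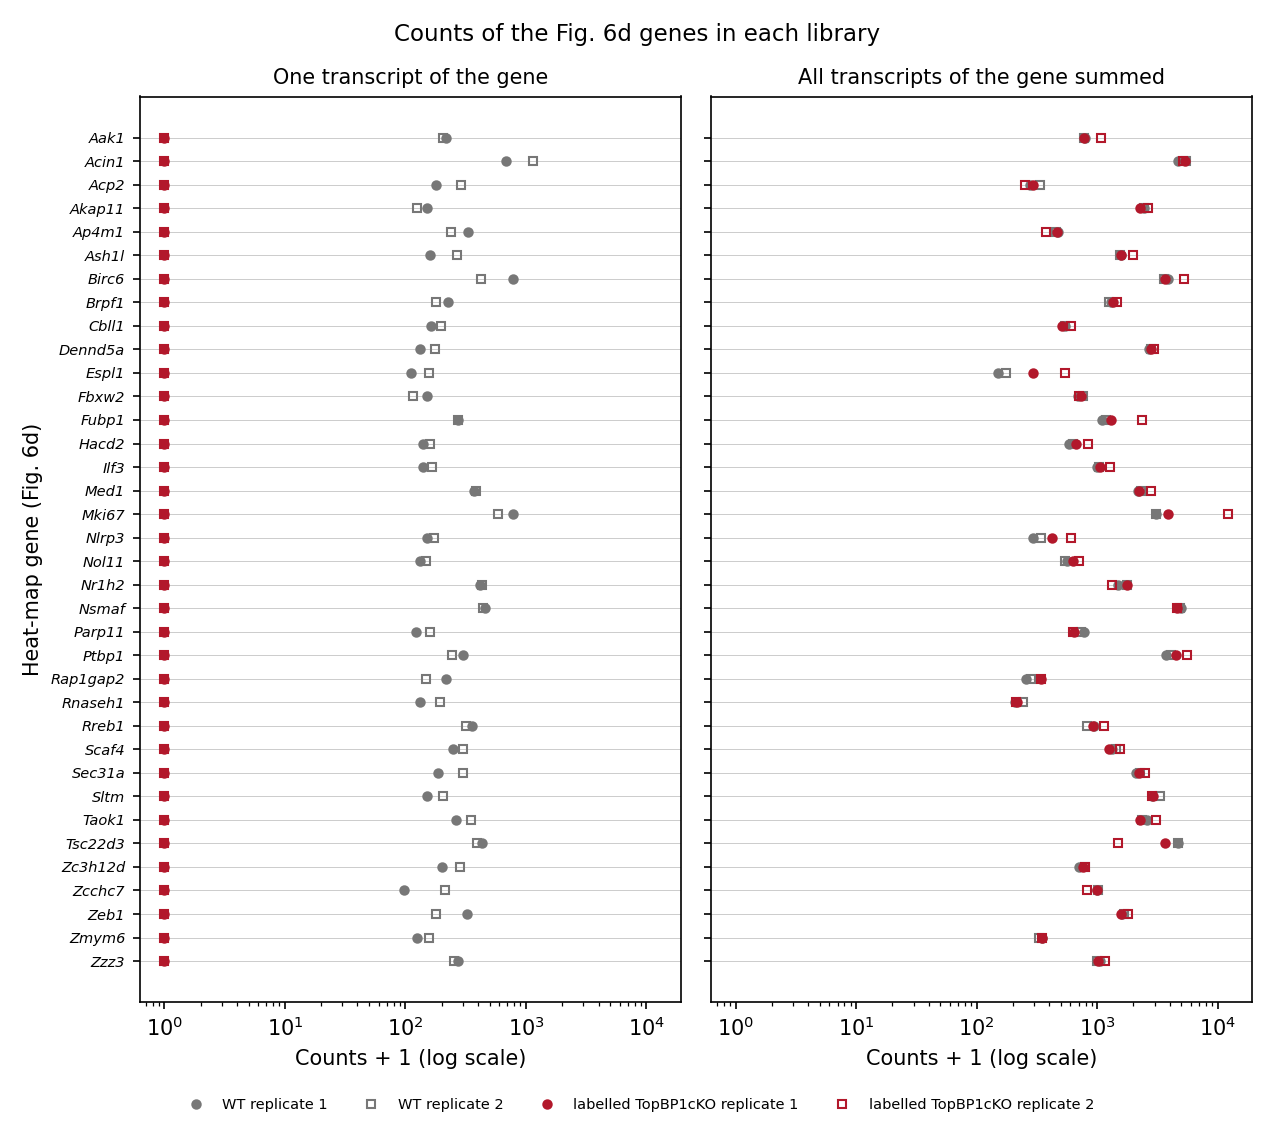
Counts plus 1 (log scale) of the heat-map genes that have such a transcript, in each of the 4 libraries, for the most abundant transcript counted in WT alone (left) and for all transcripts summed (right). The transcripts were picked by this pattern, so that every red symbol on the left stands at 0 counts, while the sums on the right give 20 lower and 17 higher genes once *Mapk14* is added.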

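The median size of the log2 fold change over the 10 TFs was 0.10, and no heat-map gene had a fold change below 0.5 as a gene sum. The paper sets the level of the TFs, in Fig. 6a and by qRT–PCR, beside their target genes in Fig. 6c,d. It proposes that TopBP1 regulates the expression of these target genes and does not directly control that of the TFs.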

**Fig. 6:**
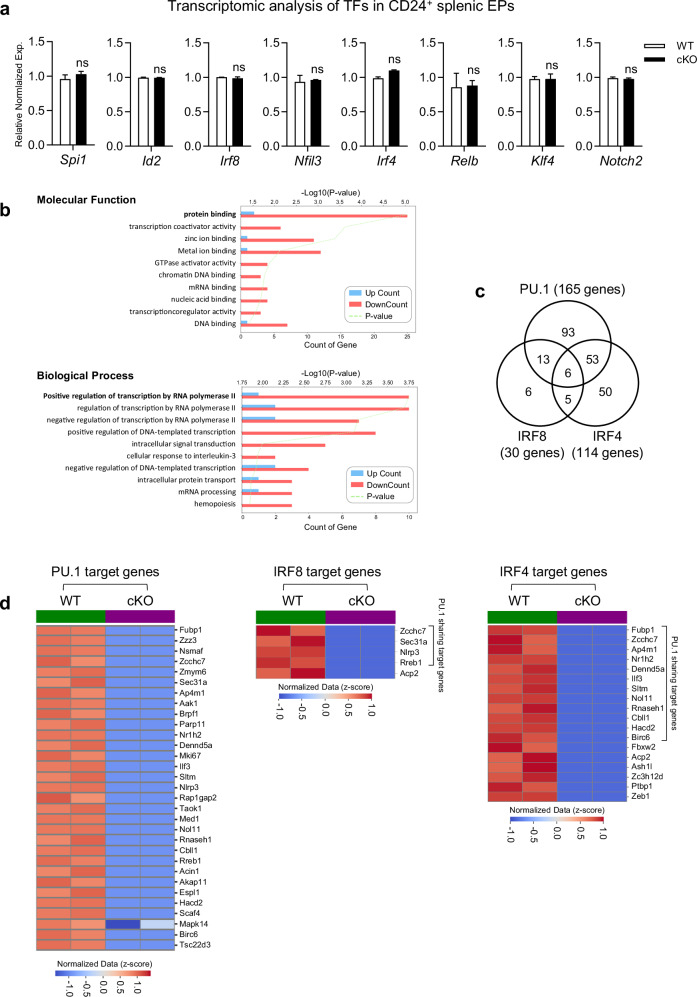
Depletion of TopBP1 in cDCs leads to reduced expression of target genes regulated by PU.1, IRF8 and IRF4. **a** The relative expression levels of key TFs involved in cDC differentiation were assessed basis on bulk RNA-seq transcriptomics of CD24^+^ splenic EPs collected on day 9 from WT and TopBP1^cKO^ mice injected i.p. with Flt3L-Ig on day 0 and day 3. An unpaired *t*-test was used to measure significance. ns, not significant; the error bars indicate mean ± s.e.m. **b** The −log_10_ *P* values of pathways enriched in the DAVID-based gene ontology analysis of downregulated genes (fold change < 0.5, *P* value <0.05) from the transcriptomics of CD24^+^ splenic EPs in TopBP1^cKO^ mice compared with those of WT mice. **c** The Venn diagram shows the numbers of PU.1, IRF8 and IRF4 target genes downregulated (fold change <0.5, FDR <0.05) in CD24^+^ splenic EPs of TopBP1^cKO^ mice compared with those of WT mice with the bulk RNA-seq transcriptomic data described in **a**. The number of genes in each category is indicated. **d** A heat map showing the relative expression of genes identified as targets of PU.1, IRF8 and IRF4, which are reduced to 0.1-fold or less (FDR <0.05) in TopBP1^cKO^ EPs compared with WT EPs based on transcriptomics.

### TopBP1 directly interacts with PU.1–IRF8 heterodimeric complex to facilitate transcription of their target genes during cDC development

As TopBP1 does not regulate the expression of DC-specific TFs during DC differentiation, we hypothesized that it may instead interact with these TFs. TopBP1 interact with Miz-1^46^, which has been reported to associate with IRF8 and PU.1 to induce Nramp1 expression in a hematopoietic cell line^47^. Given these previous findings, we investigated whether TopBP1 interacts with PU.1 and IRF8 via Miz-1 during DC development. To investigate whether TopBP1 interacts with PU.1, IRF8 and/or IRF4 to induce target gene expression, leading to cDC development, we performed ChIP-seq analysis on CD24^+^ splenic EPs of FL-injected WT mice. In CD24⁺ EP cells, 42 target genes were identified through anti-TopBP1 antibody ChIP-seq analysis, a number smaller than expected, probably due to limited sample availability. Among these 42 genes, we analyzed PU.1, IRF8 and IRF4-regulated target genes using the Harmonizome database provided by the Ma’ayan Laboratory. Through the analysis, we identified a total of 17 genes, including 9 PU.1-specific target genes, 4 PU.1/IRF8-shared target genes, 2 PU.1/IRF4–shared target genes and 2 IRF4-specific target genes (Fig. 7a). H3K4me is widely recognized as an activating histone modification, and all 17 of these genes were detected in anti-H3K4me antibody ChIP-seq datasets (Fig. 7a). Subsequent qRT–PCR analysis confirmed a significant reduction in the expression of PU.1-specific target genes (*Ch25h*, *Bambi*, *Tdrd3 and Mllt3*) and PU.1/IRF4-shared target gene (*Nek1*) in the XCR1^−^CD24^+^ splenic EPs of TopBP1^cKO^ mice compared with WT mice (Fig. 7b). Biological functions of these target genes remain to be elucidated in relation to cDC1 development. Intriguingly, although the protein levels of IRF8 in both pre-DCs and splenic EPs (cDC1 and XCR1^−^CD24^+^ EPs) were even higher in TopBP1^cKO^ mice than in WT mice (Supplementary Fig. 9d), cDC1s were still deficient in TopBP1^cKO^ mice (Figs. 2d and 4c), suggesting that TopBP1 is essential for IRF8-mediated cDC1 differentiation. Next, we performed co-immunoprecipitation (Co-IP) assays and found that TopBP1 directly interacts with both PU.1 and IRF8 but shows weak interaction with IRF4 and no detectable interaction with Miz-1 in WT CD24^+^ splenic EPs from Flt3L-injected mice and in in vitro-generated FL-BMDCs (Fig. 7c). These interactions were further assessed in steady-state splenic CD11c⁺ cells and revealed normal interactions not only with PU.1 and IRF8 but also with IRF4 under steady-state conditions (Supplementary Fig. 10). Confocal microscopy further revealed strong overlapping fluorescence signals of TopBP1 with PU.1 and IRF8, whereas only weak overlap was observed with IRF4, in WT FL-injected splenic CD11c⁺ cells (Fig. 7d). In a correlation analysis with the Coloc 2 plugin in the Fiji program, TopBP1 showed a strong correlation with PU.1 (*r* = 0.84 ± 0.05) and IRF8 (*r* = 0.76 ± 0.09), whereas its colocalization with IRF4 was significantly lower (*r* = 0.11 ± 0.07) in FL-injected WT splenic CD11c⁺ cells (Fig. 7e). Taken together, these results suggest that TopBP1 does not interact with Miz-1 but instead strongly interacts with PU.1 and IRF8 and weakly interacts with IRF4 in the splenic DCs of FL-injected mice, probably reflecting the Flt3L-injected condition, which favors cDC1 differentiation and reduces IRF4⁺ cDC2 abundance. To further assess whether these interactions observed in mice are conserved in humans, we transfected HEK293 cells with human-derived TopBP1, PU.1, IRF8, IRF4 and Miz-1 expression vectors. The Co-IP assay revealed that human TopBP1 also interacts with human PU.1 and IRF8 (Fig. 7f) as well as IRF4 (Supplementary Fig. 11a) but not with Miz-1 (Supplementary Fig. 11b), suggesting a potential role for these interactions in human cDC development. PU.1 and IRF8 are known to form a heterodimeric complex that co-binds to specific target genes, thereby regulating inflammatory responses, antimicrobial immunity, anti-tumor immunity and cell differentiation^61^. In our mRNA-seq analysis, approximately 80% of IRF8 target genes were found to overlap with PU.1 target genes (Fig. 6c, d), promoting us to investigate whether TopBP1 is directly involved in the formation of the PU.1–IRF8 heterodimeric complex. However, ectopic expression experiments demonstrated that PU.1 and IRF8 can form a complex even in the absence of TopBP1 (Fig. 7g), suggesting that TopBP1 is not essential for the formation of the PU.1–IRF8 heterodimeric complex but is probably required for their function in regulating the transcription of target genes. On the other hand, IRF8 has been reported to suppress neutrophil (NP) differentiation, thereby acting as a key regulator of the developmental balance between DCs and NPs^62^. 

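The heat map of Fig. 6d names 5 IRF8 target genes, *Zcchc7*, *Sec31a*, *Nlrp3*, *Rreb1* and *Acp2*, of which 4, all but *Acp2*, are also named under PU.1. As gene sums, *Zcchc7* had a log2 fold change of −0.23 (SE 0.14, FDR 0.616) and *Acp2* one of −0.23 (SE 0.18, FDR 0.682). These were −0.085 and −0.12 without TopBP1 cKO replicate 2, and −0.39 and −0.36 without TopBP1 cKO replicate 1. *Sec31a* stood at 0.05 (SE 0.12) and *Rreb1* at 0.15 (SE 0.15), each within the spread between replicates. *Nlrp3* was higher in both of the libraries labelled TopBP1 cKO, with 417 and 603 counts against 293 and 338 in the WT libraries. Its log2 fold change was 0.62 (SE 0.20, FDR 0.351) and fell to 0.34 without TopBP1 cKO replicate 2. A single transcript of *Nlrp3* with 151 and 171 counts in the WT libraries had 0 counts in both of the libraries labelled TopBP1 cKO.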

Given that cDC differentiation is severely impaired in TopBP1^cKO^ mice, we examined whether NP differentiation is concomitantly enhanced under TopBP1-depleted conditions. We first examined the expression of TopBP1 and CD11c in splenic NPs. TopBP1 was highly expressed in splenic NPs (Supplementary Fig. 12a), and approximately 35% of NPs displayed intermediate levels of CD11c expression (Supplementary Fig. 12b). We also assessed splenic NP populations in TopBP1^cKO^ mice and observed a substantial increase in NPs compared with WT mice (Supplementary Fig. 12c). These findings suggest that the expansion of the splenic NP population in CD11c-specific TopBP1^cKO^ mice may result from impaired IRF8-mediated suppression of NP differentiation due to TopBP1 depletion. Further study remains to elucidate the role of TopBP1 in IRF8-mediated NP suppression, as it lies beyond the scope of the present study.

**Fig. 7:**
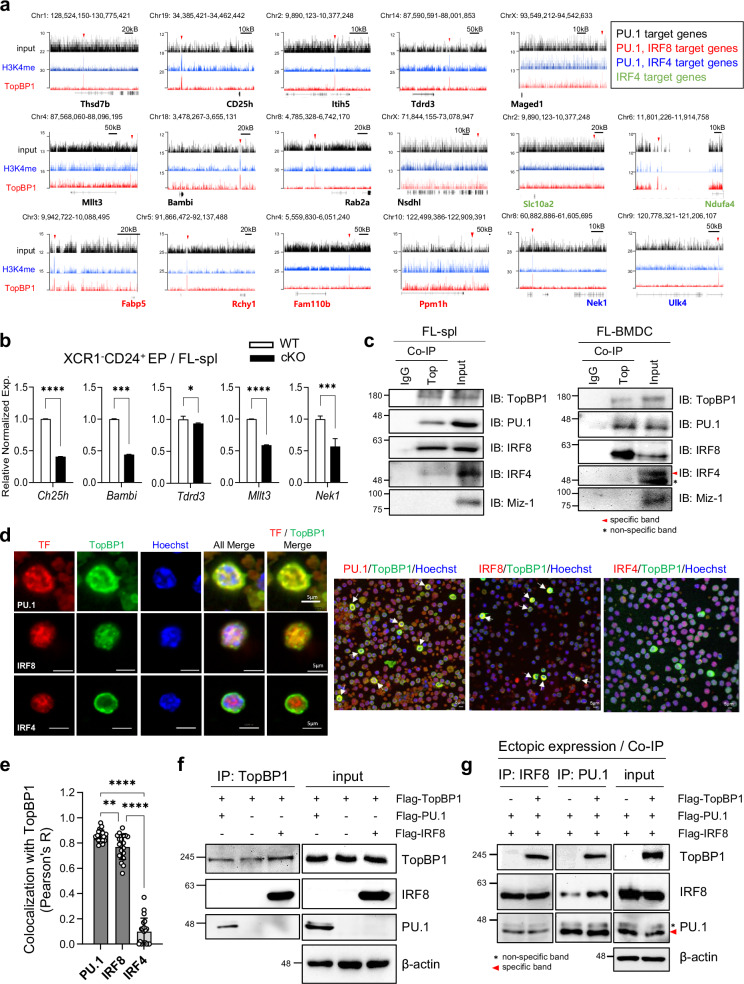
TopBP1 drives cDC development via interaction with both PU.1 and IRF8. **a** ChIP-seq analysis on CD24^+^ splenic EPs, collected on day 9 from WT mice injected with Flt3L-Ig on days 0 and 3, using anti-TopBP1 and H3K4me antibodies. Normalized ChIP-seq binding tracks are shown for the genes identified, with differential TopBP1 binding regions marked by red arrows. **b** mRNA expression levels of the target genes, identified by ChIP-seq analysis in **a** were examined by qRT–PCR in XCR1^−^CD24^+^ splenic EPs of WT and TopBP1^cKO^ mice. **c** Co-IP analysis of PU.1 and IRF8 using an anti-TopBP1 antibody on CD24^+^ splenic EPs from WT mice injected with Flt3L-Ig (left) and on FL-BMDCs (right), followed by immunoblot (IB) analysis with appropriate antibodies. **d** Confocal imaging of total CD11c^+^ cells enriched from the splenocytes of WT mice injected with Flt3L-Ig, following staining with fluorescence-labeled antibodies against TopBP1, PU.1, IRF8 and IRF4. Hoechst serves as a DNA stain. **e** Colocalization of TopBP1 with PU.1, IRF8 or IRF4 was quantified using the Coloc 2 plugin in Fiji program. Pearson’s correlation coefficients (below threshold) were calculated from 20 individual cells (regions of interest, ROIs) per group. Statistical analysis was performed using one-way ANOVA followed by Tukey’s multiple comparison test (**P < 0.01, ****P < 0.0001). The error bars represent mean ± s.d. **f** Co-IP analysis of PU.1 and IRF8 with TopBP1 using an anti-TopBP1 antibody in HEK293 cells co-transfected with plasmids expressing human PU.1, IRF8 and TopBP1. **g** Co-IP analysis of PU.1 and IRF8 in HEK293 cells co-transfected with plasmids expressing mouse PU.1, IRF8 and either with or without TopBP1, using anti-PU.1 antibodies.

Collectively, our findings demonstrate that interactions between TopBP1 and the PU.1–IRF8 heterodimeric complex are critical for cDC development, particularly for the differentiation of cDC1s during Flt3L-based immunotherapy.

## Discussion

TopBP1 has been reported to be highly expressed in cancer patients, leading to suggestion of TopBP1-targeting tumor therapy. In the present study, we find that TopBP1 is also highly expressed in cDCs and their precursors. To evaluate the role of TopBP1 in cDC development, we generated TopBP1^cKO^ mice exhibiting rapid tumor growth, attributed to impaired anti-tumor immunity compared with WT mice. The diminished anti-tumor immunity in TopBP1^cKO^ mice was associated with a dramatic reduction in cDC populations compared with WT mice. Notably, both cDC1 and cDC2 subsets were markedly reduced in number and population in TopBP1^cKO^ mice, whereas the pDC population remained unchanged. In addition, we found that TopBP1 is essential for the development of MHCII^+^ cells during differentiation of pre-DCs into cDCs under steady-state conditions.

Moreover, the reduced cDC population in TopBP1^cKO^ mice was not due to impaired proliferation or increased apoptosis in pre-DCs or cDCs within TopBP1-deficient DC lineages. TopBP1, a scaffold protein known for its role in DNA damage repair of DSBs^19^, showed no detectable accumulation of DSBs in pre-DCs or cDCs of TopBP1^cKO^ mice compared with WT mice. These findings suggest that the reduction of cDC population upon TopBP1 depletion in TopBP1^cKO^ mice is unlikely to be due to the mechanisms previously reported in B and T cell development^19^, where it functions by repairing DSBs during V(D)J recombination to support differentiation.

Flt3L-based tumor immunotherapy was ineffective in suppressing tumor growth in TopBP1^cKO^ TBM, primarily due to a deficiency of EP-derived cDC1s, despite the EP population being comparable between Flt3L-injected TopBP1^cKO^ and WT mice. Our results highlight TopBP1 as essential for the final differentiation process of XCR1^-^CD24^+^ EPs into XCR1^+^CD24^+^cDC1s during EP-derived cDC1 development.

To uncover the detailed mechanisms underlying TopBP1-associated cDC differentiation, we first evaluated the expression levels of several TFs well established for their role in DC differentiation in pre-DCs and cDCs of TopBP1^cKO^ mice. We did not observe any clear decrease in the expression levels of DC-associated TFs in TopBP1^cKO^ mice compared with WT mice both either steady-state or Flt3L-injected conditions. These findings were further supported by bulk RNA-seq analysis, which showed similar results. IRF8 is a well-established master regulator of cDC1 differentiation. Notably, although IRF8 expression in splenic EPs was higher in Flt3L-injected TopBP1^cKO^ mice than in WT mice, cDC1 differentiation was severely impaired. These findings suggest that TopBP1 is indispensable for IRF8-mediated cDC1 development from EPs. DAVID-based gene ontology analysis with the bulk RNA-seq data revealed a significant reduction in the expression of genes involved in protein binding and transcription regulation by RNA polymerase II in CD24^+^ EPs of TopBP1^cKO^ mice compared with WT mice. Further analysis of the bulk RNA-seq data focusing on the target genes of DC-associated TFs showed that PU.1-, IRF4- and IRF8-specific or PU.1-, IRF4- and IRF8-shared target genes were significantly downregulated in TopBP1^cKO^ mice, with PU.1 target genes being most frequently detected.

IRF8 is also well known to regulate the survival and function of both cDCs and pDCs^30^. However, unlike cDCs, the population and number of pDCs remained unchanged across several organs in TopBP1^cKO^ mice compared with WT mice (Fig. 2e). These results suggest that although TopBP1 plays a crucial role in cDC development via its interactions with IRF8 and PU.1, it may not be required for IRF8-mediated pDC development.

According to previous reports, TopBP1 is known to interact with Miz-1^46^. However, our study showed that TopBP1 does not interact with Miz-1. Miz-1 plays a role in cell cycle arrest by promoting the expression of cell cycle inhibitor proteins in response to DNA damage^63^. Under normal conditions, Miz-1 binds to TopBP1, preventing its proteasomal degradation and facilitating its chromatin association and stability, thereby repressing the transcription of cell cycle inhibitors such as p21. By contrast, under stress conditions such as UV exposure, Miz-1 dissociates from TopBP1, leading to increased p21 transcription and cell cycle arrest^46^. However, pre-DCs and cDCs are almost at the terminal differentiation stage and are largely independent of the cell cycle, which may explain why TopBP1 does not interact with Miz-1 in these cell types. Instead, our findings in ChIP-seq and Co-IP analyses suggest that TopBP1 is essential for the function of IRF8-PU.1 heterodimeric TFs.

When TopBP1 interacts with IRF8-PU.1 heterodimeric complex during DC development under steady-state conditions, the TopBP1–PU.1 axis is expected to play an essential role at an early stage of DC development, thereby leading to a substantial reduction in both cDC1 and cDC2 in TopBP1^cKO^ mice. Indeed, the mixed BM adoptive transfer experiment shown in Fig. 3, demonstrates that pre-DCs accumulate whereas cDCs are drastically reduced in TopBP1^cKO^ mice, making it difficult to discern subset-specific effects of TopBP1 on cDC1 versus cDC2. This observation is consistent with a previous report showing that both cDC1 and cDC2 cell numbers are profoundly decreased in PU.1-deficient mice^43^. By contrast, during Flt3L therapy in WT TBMs, the TopBP1–IRF8 axis plays a critical role, leading to a marked expansion of EPs (Fig. 4d) and a substantial increase in the IRF8-dependent cDC1 population (Fig. 4c). Accordingly, a significant reduction in cDC1 was clearly observed in TopBP1^cKO^ mice (Fig. 4f).

CIITA promoter I (CIITApI) is well established as a key regulator of type 1 CIITA (CIITA1) expression, which drives MHCII expression during DC development^64^. PU.1^KO^ mice have been reported to exhibit a reduction in total cDCs, including both cDC1 and cDC2 subsets, compared with WT mice, along with decreased expression of *Ciita* in PU.1-deficient cDCs^43^. In our study, despite comparable expression levels of PU.1 and IRF8 between WT and TopBP1^cKO^ mice, TopBP1^cKO^ mice exhibited a marked reduction in total cDCs (Fig. 2a), as well as impaired differentiation from MHCII⁻ to MHCII⁺ populations (Figs. 3f, 4e). These findings suggest that TopBP1 is required for the proper function of PU.1 during cDC development, potentially through direct interaction, and that loss of TopBP1 compromises PU.1-mediated transcriptional activity in vivo. Specifically, TopBP1 is essential for PU.1-driven CIITApI-mediated MHC class II expression during cDC differentiation.

Although it remains controversial whether TopBP1 can directly bind to DNA, most studies indicate that TopBP1 functions primarily as a scaffold protein, facilitating protein–protein interactions via its BRCA1 C-terminal (BRCT) domains rather than directly binding to DNA^14,65^. Through TopBP1 ChIP-seq analysis, Co-IP and confocal microscopy, we demonstrated that TopBP1 directly interacts with the PU.1–IRF8 complex to promote the expression of their target genes, which is essential for total cDC development and Flt3L-mediated cDC1 differentiation (Fig. 7a–d). The specific BRCT domains of TopBP1 responsible for mediating its interactions with PU.1 and IRF8 remain to be elucidated in future studies.

Notably, TopBP1–PU.1–IRF8 interactions observed in mice were also replicated in human cells. These findings suggest that TopBP1 plays a crucial role in cDC development, particularly in promoting cDC1-derived anti-tumor immunity in patients with cancer receiving Flt3L tumor immunotherapy. In this context, *TopBP1* SNPs could serve as potential biomarkers for predicting the efficacy of Flt3L immunotherapy.

In summary, we identified TopBP1 as essential for the differentiation of pre-DCs into cDCs and for Flt3L-mediated cDC1 development. Specifically, TopBP1 plays a crucial role in the differentiation of XCR1^−^CD24^+^cDC1 EPs into XCR1^+^CD24^+^ cDC1s in Flt3L immunotherapy. TopBP1 regulates the expression of PU.1 and IRF8 target genes through direct interaction with these TFs. These findings underscore the indispensable role of TopBP1 in cDC development, particularly in Flt3L-mediated differentiation of EPs into cDC1s. The detailed molecular mechanisms by which TopBP1 interacts with PU.1 and IRF8 remain to be elucidated.

## Supplementary information

Supplementary Information

# Supplementary material for: TopBP1 orchestrates PU.1–IRF8 transcriptional programming of dendritic cell differentiation and Flt3L-driven tumor immunity
**Source:** Exp Mol Med. 2026 May 8;58(5):1556–72. doi: 10.1038/s12276-026-01715-1
**Supplement:** Supplementary file 1 — Supplementary Information

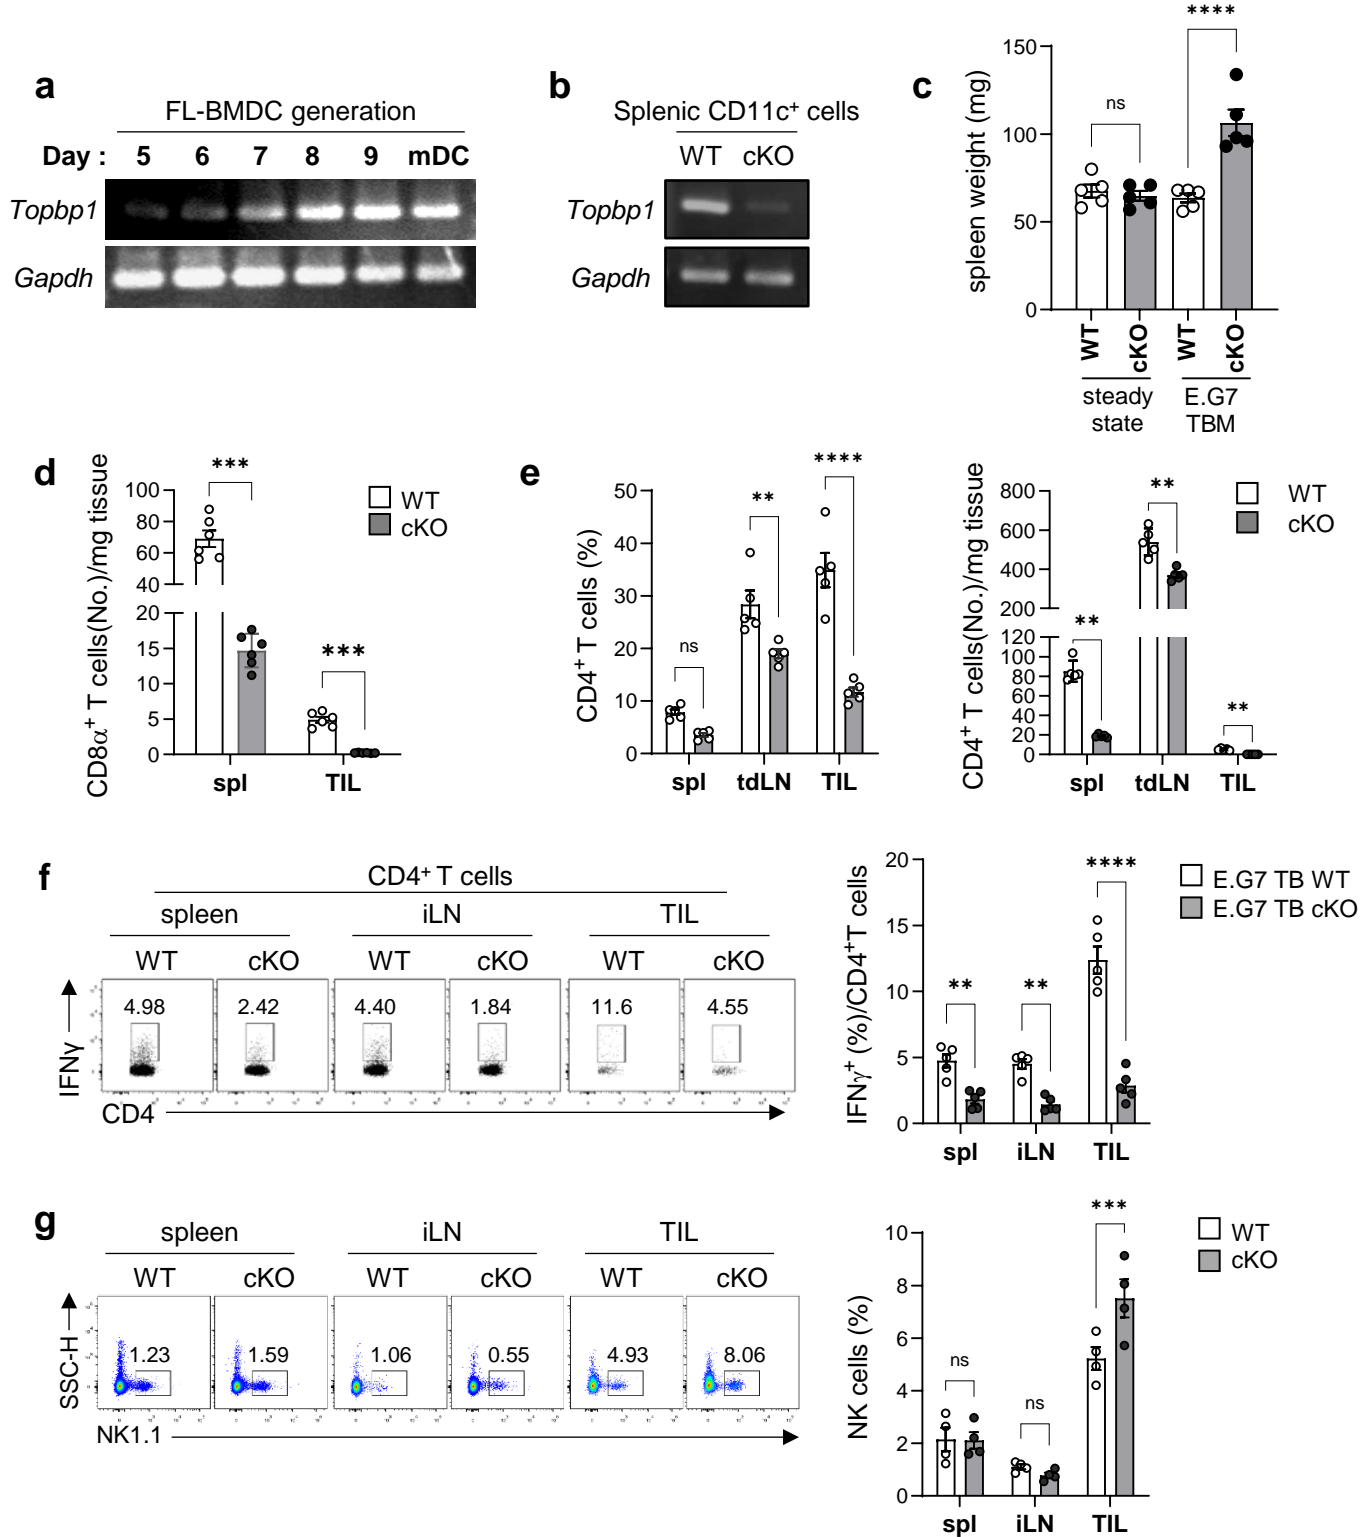

**Supplementary Fig. 1. Analysis of immune cells in WT and *TopBP1*<sup>cKO</sup> E.G7 TB mice.**

**a** RT-PCR analysis of *TopBP1* expression during Flt3L(50ng/mL)-BMDC generation. **b** *TopBP1* expression in the splenic CD11c-positive cells sorted from WT and *TopBP1*<sup>cKO</sup> mice with magnetic beads. **c** Weight of the spleen in WT and *TopBP1*<sup>cKO</sup> mice in steady state and tumor-bearing conditions. **d** CD8 $\alpha$ <sup>+</sup> T cells in the organs of WT and *TopBP1*<sup>cKO</sup> E.G7 TB mice.  $n = 5$  per group. **e** CD4<sup>+</sup> T cells in the organs of WT and *TopBP1*<sup>cKO</sup> E.G7 TB mice.  $n = 5$  per group. **f** IFN $\gamma$ <sup>+</sup> CD4<sup>+</sup> T cells in the organs of WT and *TopBP1*<sup>cKO</sup> E.G7 TB mice.  $n = 5$  per group. **g** NK cells in the organs of WT and *TopBP1*<sup>cKO</sup> E.G7 TB mice.  $n = 4$  per group. Two-way ANOVA with Tukey's multiple comparisons test (c-g) was used to measure significance. \*\* $P < 0.01$ , \*\*\* $P < 0.001$ , \*\*\*\* $P < 0.0001$  ns; not significant, error bars indicate mean  $\pm$  SEM.

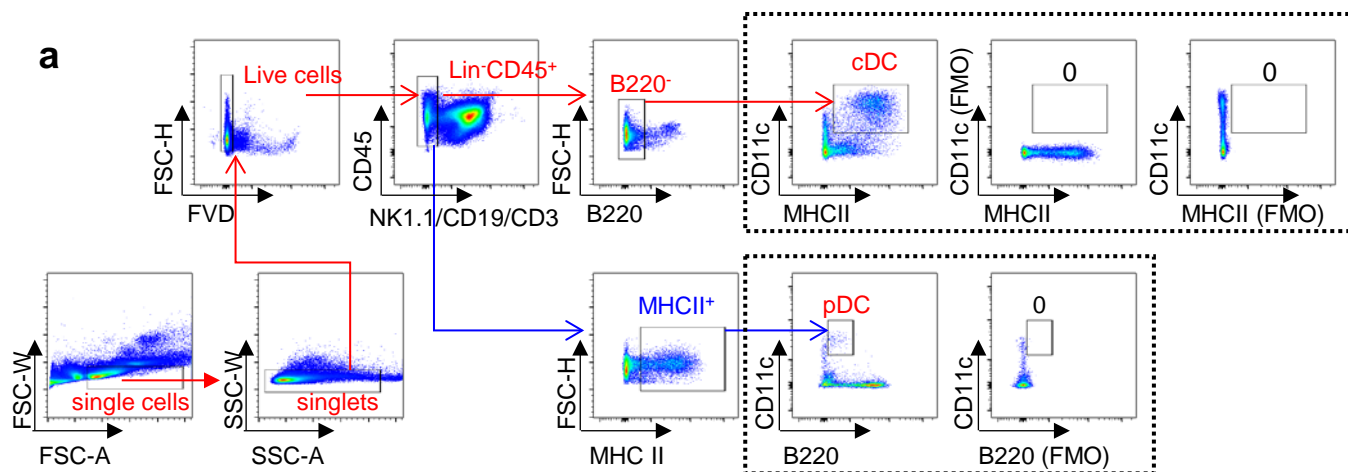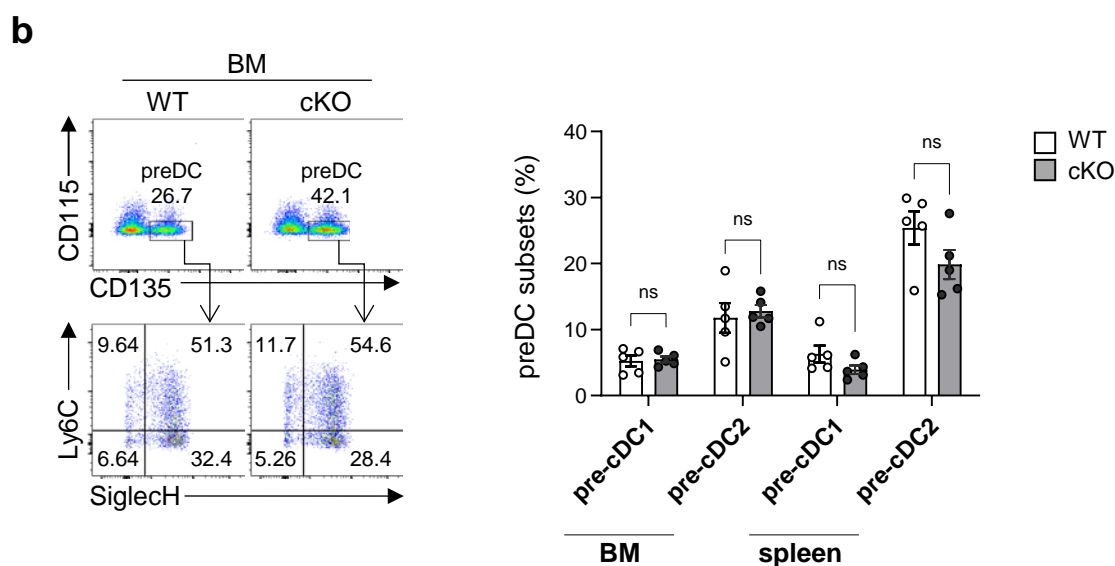

**Supplementary Fig. 3. Gating strategy for DC subset and analysis of pre-DCs subsets in the organs.**

**a** Gating strategy for DC subsets at steady state. Doublet cells were excluded using FSC-W vs FSC-A, and SSC-W vs SSC-A. Dead cells were excluded using FVD vs FSC-H. **b** Pre-DC subsets were assessed in the BM and spleens of WT and TopBP1<sup>cKO</sup> mice.  $n = 4$  per group. Two-way ANOVA with Turkey's multiple comparisons test was used to measure significance. ns; not significant, error bars indicate mean  $\pm$  SEM.

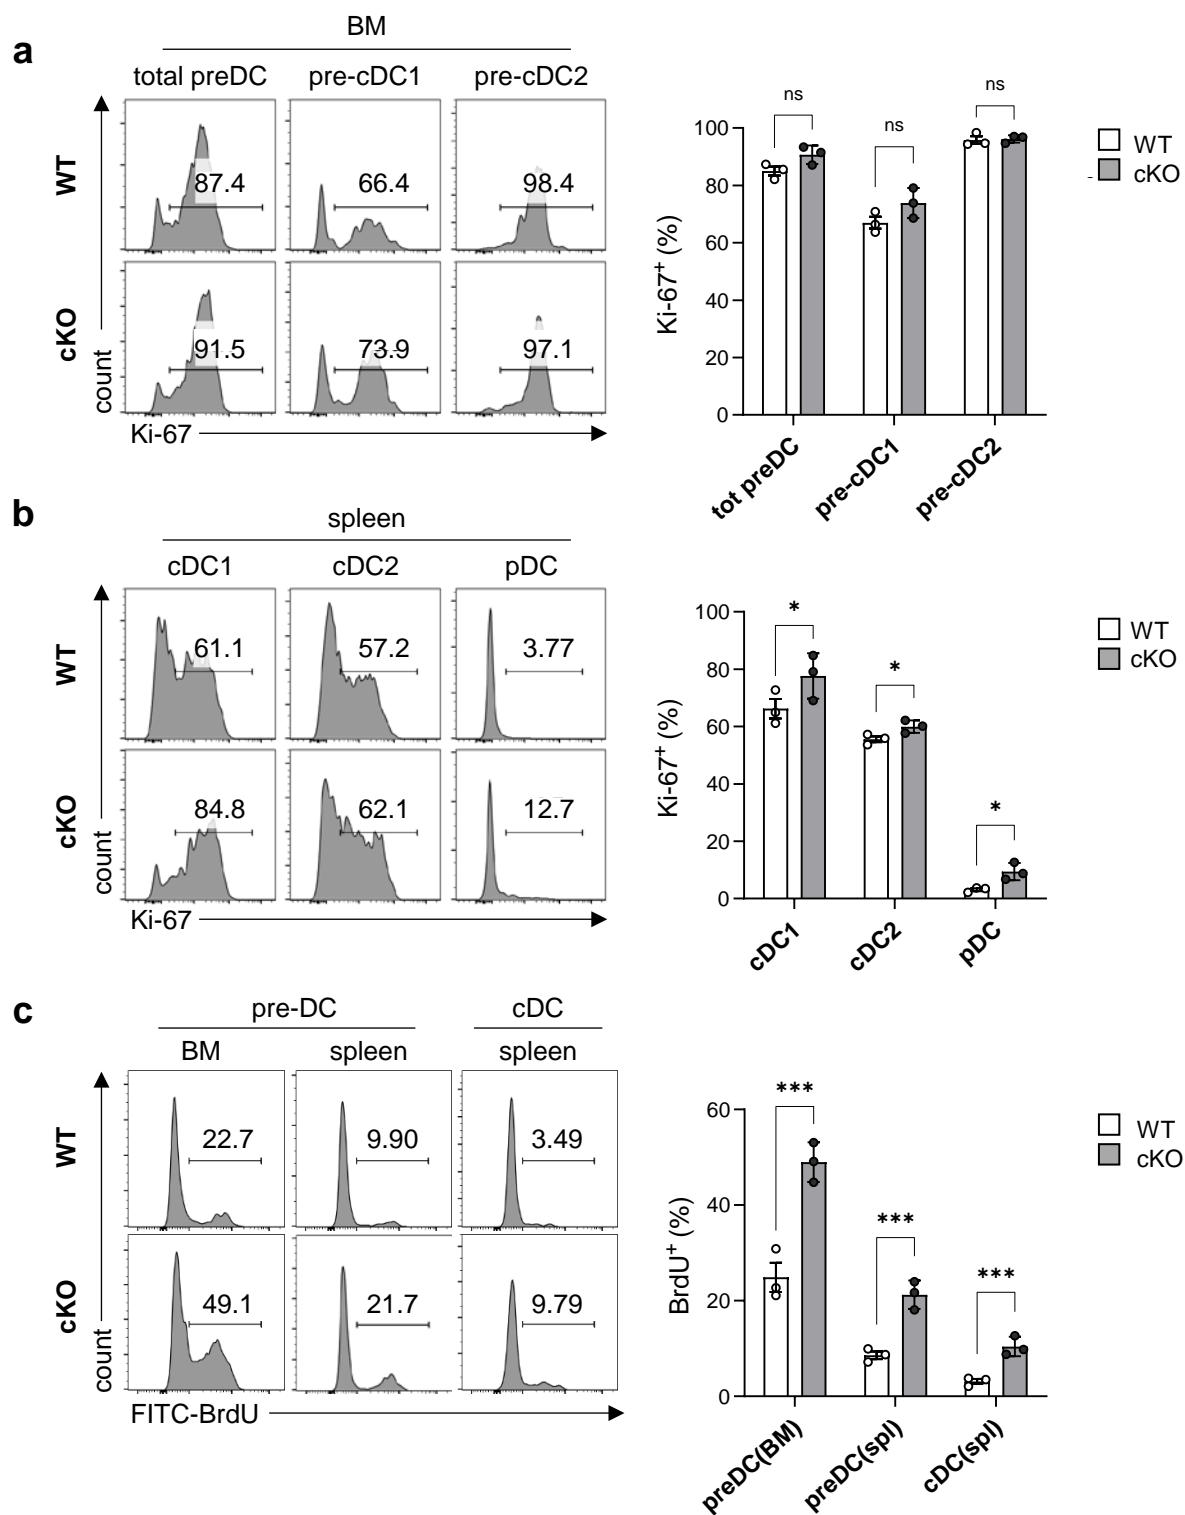

### Supplementary Fig. 4. Analysis of proliferation

**a** Percent of Ki-67<sup>+</sup> population in total pre-DC, pre-cDC1, and pre-cDC2 in BM of WT and TopBP1<sup>cKO</sup> mice. **b** Percent of Ki-67<sup>+</sup> population in splenic cDC1, cDC2, and pDC of WT and TopBP1<sup>cKO</sup> mice. **c** Results of a BrdU incorporation assay in pre-DCs and cDCs from the BM and spleens of WT and TopBP1<sup>cKO</sup> mice. Two-way ANOVA with Tukey's multiple comparisons test (a-c) was used for statistics.  $n = 3$  per group. \* $P < 0.05$ , \*\*\* $P < 0.001$ , ns; not significant, error bars indicate mean  $\pm$  SEM.

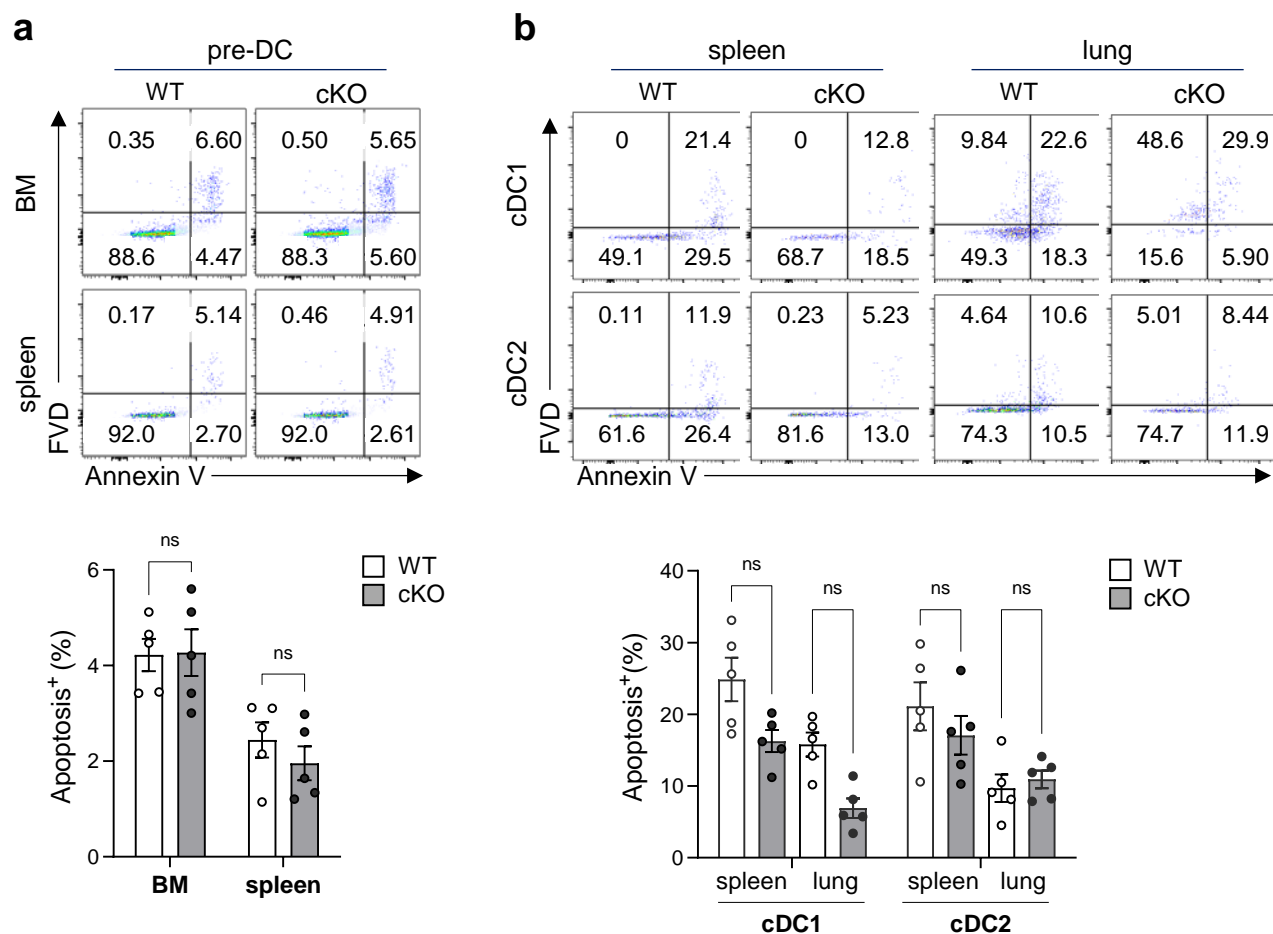

### Supplementary Fig. 5. Analysis of apoptosis.

**a** Cell apoptosis in pre-DCs from the BM and spleens of WT and TopBP1<sup>cKO</sup> mice.  $n = 5$  per group. **b** Cell apoptosis in cDC subsets isolated from the spleens and lungs of WT and TopBP1<sup>cKO</sup> mice.  $n = 5$  per group. Two-way ANOVA with Tukey's multiple comparisons test (a, b) were used for statistics. ns; not significant, error bars indicate mean  $\pm$  SEM.

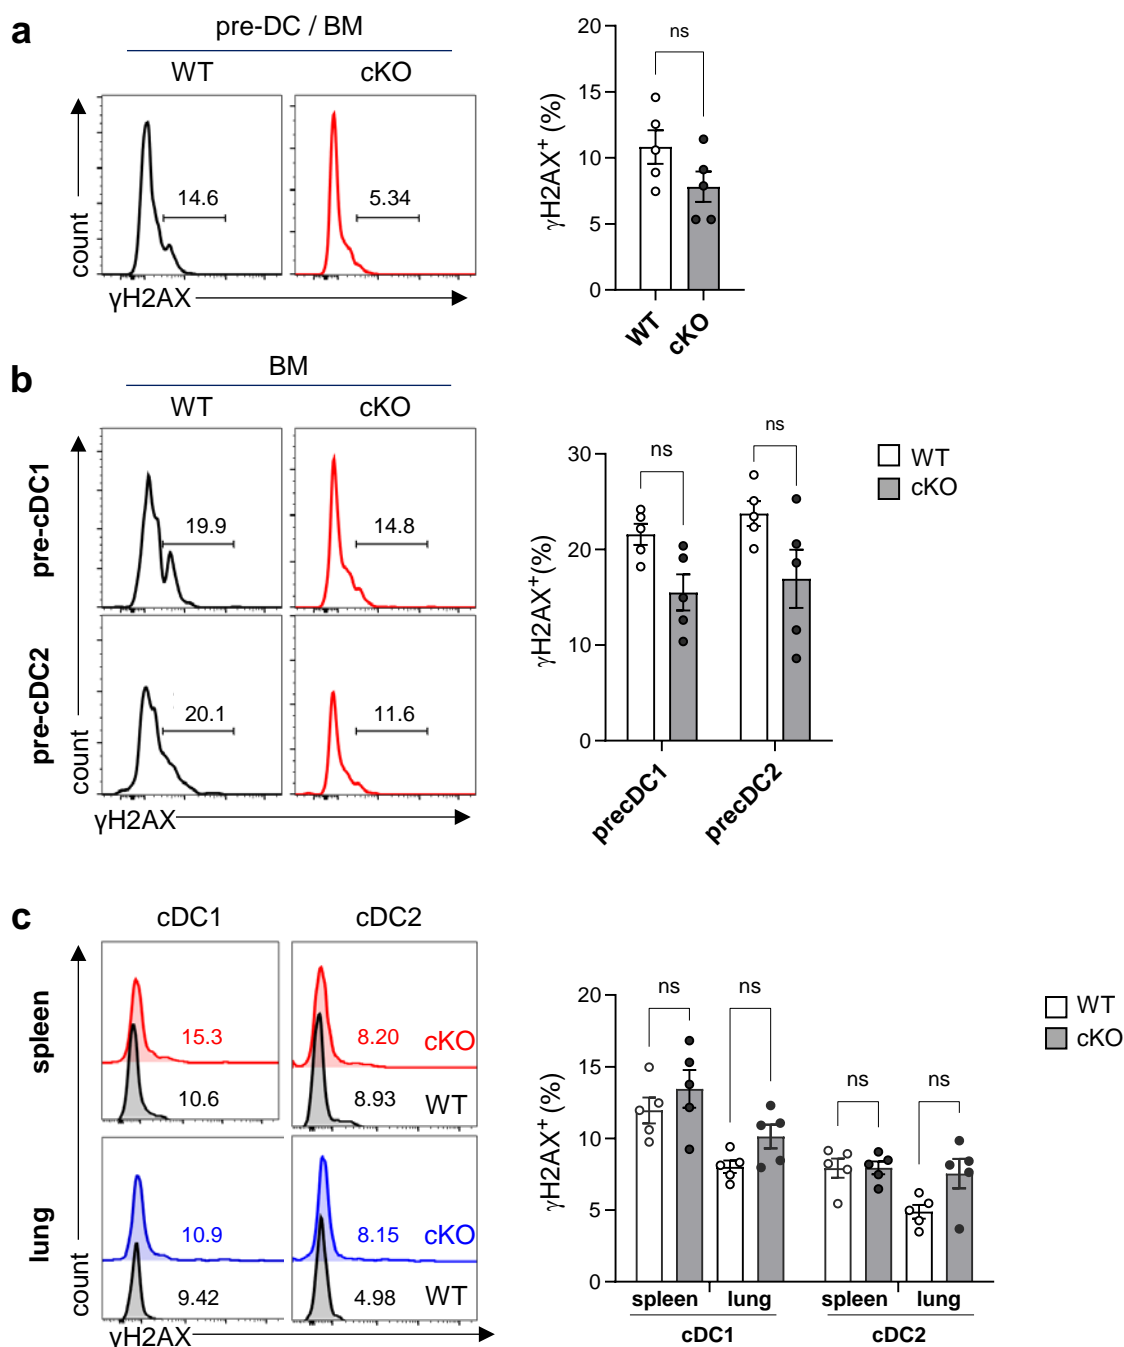

### Supplementary Fig. 6. Analysis of DNA damage.

**a** DNA damage ( $\gamma$ H2AX<sup>+</sup>) analysis in BM pre-DCs of WT and TopBP1<sup>cKO</sup> mice.  $n = 5$  per group. **b** DNA damage ( $\gamma$ H2AX<sup>+</sup>) analysis in BM pre-DC subsets of WT and TopBP1<sup>cKO</sup> mice.  $n = 5$  per group. **c** DNA damage ( $\gamma$ H2AX<sup>+</sup>) analysis in cDC1s, cDC2s, and pDCs in the spleens and lungs of WT and TopBP1<sup>cKO</sup> mice.  $n = 5$  per group. Unpaired t-test with Mann-Whitney test (a) and Two-way ANOVA with Tukey's multiple comparisons test (b, c) were used for statistics. ns; not significant, error bars indicate mean  $\pm$  SEM.

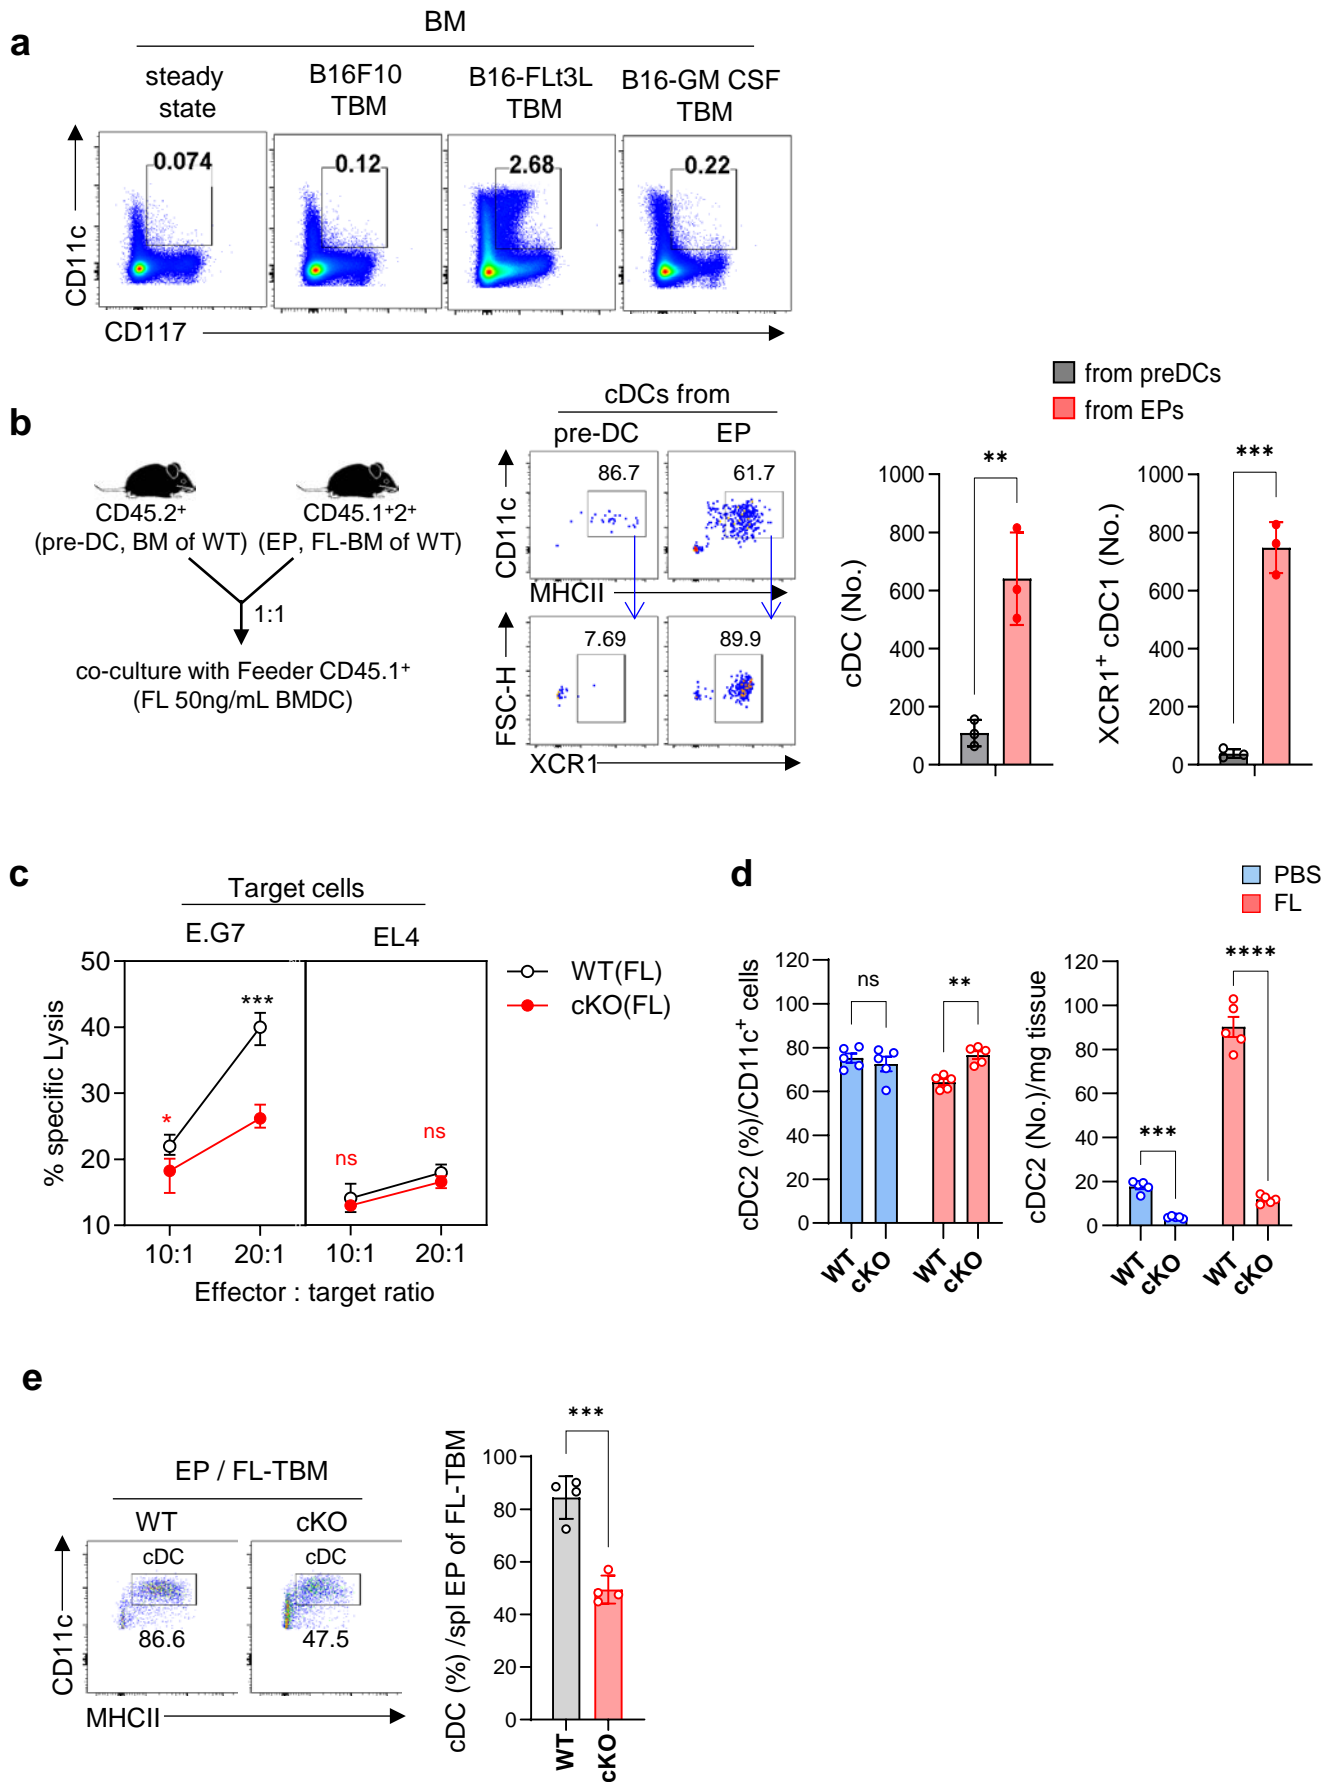

### **Supplementary Fig. 7. Flt3L-mediated of EP differentiation into cDC1s.**

**a** EP populations in B16F10, B16F10-Flt3L, and B16F10-GM-CSF TB mice. **b** BM pre-DCs from WT (CD45.2<sup>+</sup>) and BM EPs from Flt3L-injected mice (CD45.1<sup>+</sup>2<sup>+</sup>) were mixed at a 1:1 ratio and cultured with feeder cells (FL-BMDCs, day 5). After 4 days, cDCs and cDC subsets differentiated from donor cells were assessed. *n* = 3 per group. **c** CTL activity in the TILs of WT and TopBP1<sup>ckO</sup> E.G7 TBM treated with Flt3L. *n* = 4 per group. **d** Analysis of cDC2 frequency and number in the spleens of WT and TopBP1<sup>ckO</sup> E.G7 TBM treated with Flt3L. *n* = 5 per group. **e** cDC population in the splenic EPs of FL-injected WT and TopBP1<sup>ckO</sup> E.G7 TBM, *n* = 4 per group. Unpaired t-test with Welch's correction (b, e) and Two-way ANOVA with Tukey's multiple comparisons test (c,d) were used to measure significance. \*\**P* < 0.01, \*\*\**P* < 0.001, \*\*\*\**P* < 0.0001, ns; not significant, error bars indicate mean ± SEM

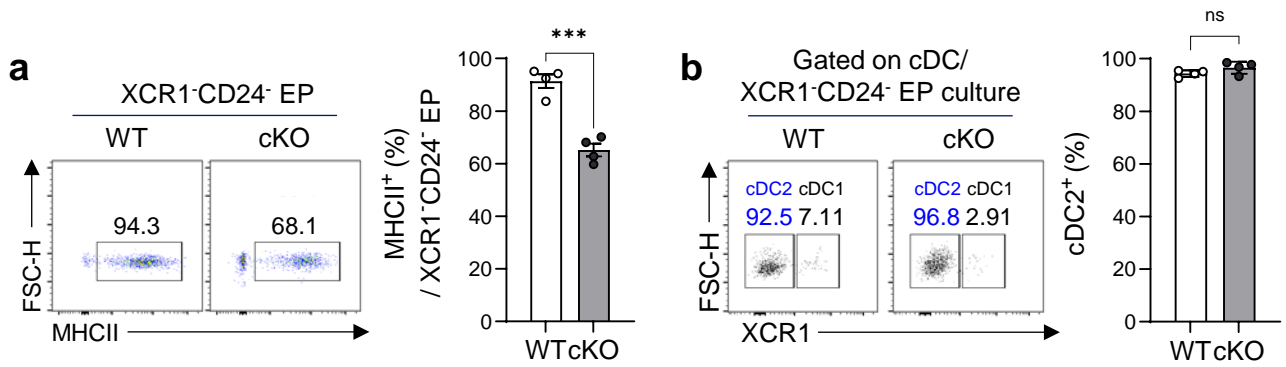

**Supplementary Fig. 8. Flt3L-mediated differentiation of XCR1<sup>-</sup>CD24<sup>-</sup> EP into cDC2s.**

**a** XCR1<sup>-</sup>CD24<sup>-</sup> MHCII<sup>+</sup> populations in the splenic EPs of Flt3L-injected WT and TopBP1<sup>cKO</sup> mice.

**b** XCR1<sup>-</sup>CD24<sup>-</sup> cells sorted from splenic EPs of Flt3L-injected WT (CD45.1<sup>+</sup>2<sup>+</sup>) and TopBP1<sup>cKO</sup> (CD45.2<sup>+</sup>) mice were mixed at a 1:1 ratio and culture with feeder cells (FL-BMDCs, day 5). After 5 days, XCR1 expression was examined in donor-derived cells.  $n = 4$  per group.

Unpaired t-test with Welch's correction (a, b) was used to measure significance. \*\*\* $P < 0.001$ , ns, not significant; error bars indicate mean  $\pm$  SEM

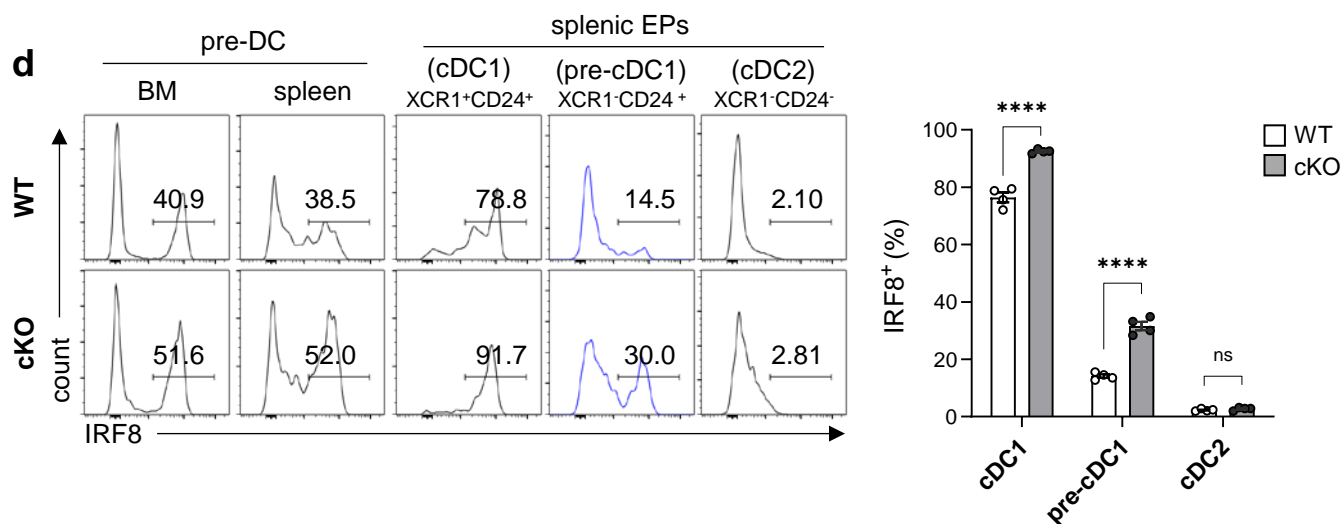

**Supplementary Fig. 9. Expression of transcription factors in BM pre-DCs and splenic EPs of WT and TopBP1<sup>ckO</sup> mice.**

**a** Zbtb46 levels assessed by FACS in pre-DCs and cDCs of WT and TopBP1<sup>ckO</sup> mice. **b** Relative expression levels of transcription factors, essential for cDC development, in BM pre-DCs of WT and TopBP1<sup>ckO</sup> mice, assessed by RT-PCR. **c** Relative expression levels of transcription factors essential for cDC development within XCR1<sup>+</sup>CD24<sup>+</sup> splenic EPs of WT and TopBP1<sup>ckO</sup> mice, assessed by RT-PCR. **d** IRF8 protein levels were assessed by FACS in pre-DCs and splenic EPs of WT and TopBP1<sup>ckO</sup> mice. Two-way ANOVA with Tukey's multiple comparisons test (a, d) and unpaired t-test (b, c) were used to measure significance.  $n = 4$  per group. \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\*\* $P < 0.0001$  ns; not significant; error bars indicate mean  $\pm$  SEM.

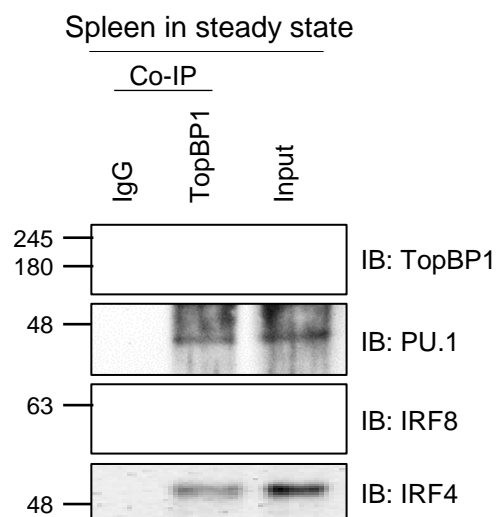

**Supplementary Fig. 10. TopBP1 interacts with PU.1, IRF8, and IRF4 at steady state.**

Co-IP of PU.1, IRF8, and IRF4 using an anti-TopBP1 antibody in steady-state CD11c<sup>+</sup> splenic cells from WT mice, followed by IB with the indicated antibodies.

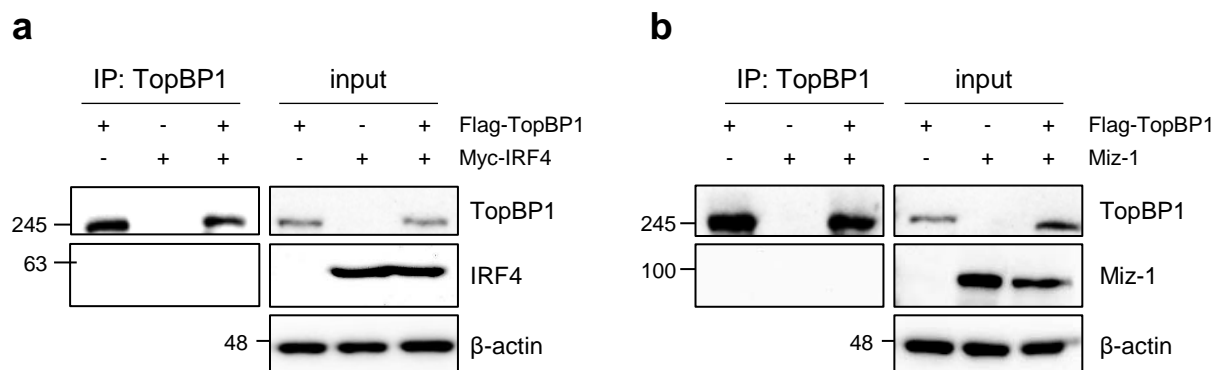

**Supplementary Fig. 11. TopBP1 interacts with human IRF4 but not with Miz-1.**

HEK293 cells were transfected with plasmids expressing human TopBP1 alone, IRF4 or Miz-1 alone, or co-transfected with TopBP1 and either IRF4 (**a**) or Miz-1 (**b**). Co-IP was performed using an anti-TopBP1 antibody, followed by IB with the indicated antibodies.

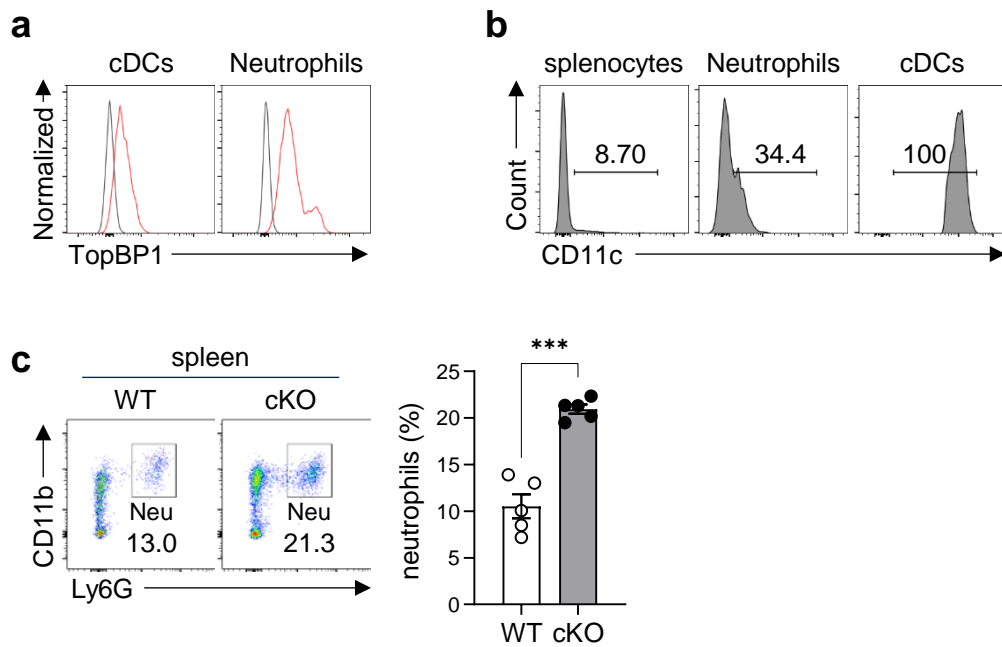

**Supplementary Fig. 12. The population of splenic neutrophil increased in *TopBP1<sup>ckO</sup>* mice.** **a.** Analysis of TopBP1 expression in splenic neutrophils. **b** CD11c expression in splenic neutrophils. **c** the population of splenic neutrophils in WT and *TopBP1<sup>ckO</sup>* mice.  $n = 5$  per group. Unpaired t-test with Welch's correction (c) was used for statistics. \*\*\* $P < 0.001$ , error bars indicate mean  $\pm$  SEM.

How the deposited data were processed for this re-analysis (not part of the article)

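Bulk RNA-seq of CD24+ splenic EPs from Flt3L-Ig-injected mice was examined, with 2 libraries from WT mice and 2 labelled TopBP1 cKO. Replicate numbers were not treated as pairs: across genes, the deviations of same-numbered libraries from their group means had a correlation of −0.0147. A batch that acts on some genes is not excluded by that value. The 10 most abundant genes held 11.7% (WT) and 11.1% (TopBP1 cKO) of the counts in the replicate 1 libraries, against 10.2% and 9.90% in the replicate 2 libraries. The authors’ files give whole-number read counts on each transcript, named by RefSeq accession and gene symbol, without normalization. They list the transcripts of 40213 symbols, among them 2558 placeholders with no accession. The aligner, the counting program, the genome build, any use of molecular identifiers and the rule for reads that fit several transcripts are not named in the paper’s text or the labels, so no coordinates are given. Transcripts of a gene overlap, so the count of a single transcript depends on that rule, and the sum over a gene does so less.

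Counts were summed per gene symbol, and 19815 genes had a count in at least 1 library. Of these, 12393 passed filterByExpr of edgeR 4.0.16 and were tested with TMM normalization by the quasi-likelihood test (glmQLFit, glmQLFTest), with Benjamini–Hochberg adjustment over all genes tested (FDR < 0.05). SEs were taken as the log2 fold change over the square root of the F statistic. CPM were computed with TMM effective library sizes. The common dispersion was 0.0230, a biological coefficient of variation of 15.2%. R 4.3.3, DESeq2 1.42.0, limma 3.58.1 and Python 3 were used, with random seed 11.

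Library totals ran from 14561583 to 15193831 counts, and the 10 most abundant genes held from 9.90% to 11.7% of them. A gene at 0 in both libraries of a group was compared against a floor of 3 counts, and ratios of genes with few counts carry a 95% exact binomial interval. Reads without molecular identifiers are not independent molecules, so intervals and floors cover counting error only. No pair of libraries was a duplicate, with a chi-square per degree of freedom of at least 11.2 between any pair.

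A rule for the genes to be named was fixed before the data were examined: *Topbp1*, the TFs of Fig. 6a with *Batf3* and *Zbtb46*, the genes of the Fig. 6d heat map, the genes with qRT–PCR primers and those named in Fig. 7a, *Ciita*, and in each direction the 5 genes with the smallest P value at FDR < 0.05, a mean of at least 20 counts and the same direction in both libraries. Members of the gene lists could be named where a list is reported. *Cox6a2*, *Chil3*, *Gm14296*, *Gm39091*, *Cd177*, *Itgad*, *Itgax*, *Anxa1* and *Adam8* fall outside this rule and were chosen after their values were seen. Lists of genes for cDC1s, cDC2s, MHC class II, the cell cycle, p53 targets, the qRT–PCR targets, interferon response and markers of neutrophils, B cells, T cells, pDCs, macrophages and erythroid cells were also fixed then, 13 in all, and were tested by camera (inter-gene correlation 0.01) and by fry. At that preset correlation, camera takes the genes of a list as nearly independent, so its FDR does not measure the spread between libraries. A second neutrophil list of 20 genes was written after the first was seen and before the values of its own genes were.

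The alternatives set before the data were examined were each transcript as its own feature, DESeq2 size factors, upper quartile normalization, the DESeq2 Wald test, the edgeR likelihood ratio test, limma-voom, no filter on low counts, a filter of at least 10 counts in every library, counts thinned to the smallest total, a replicate block, a test against the fold-change threshold (glmTreat), fry, and leaving out each library in turn, for which no P values are given because 1 library is left in a group. After the values were seen, 4 tests on each transcript were added: the edgeR likelihood ratio test, the edgeR exact test, the DESeq2 Wald test and limma-voom. The 3 ways to part the 4 libraries into 2 pairs were compared by the number of transcripts with at least 20 counts in both libraries of 1 pair and 0 in both of the other.

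The tests were tested on simulated data in which 200 genes with a mean of at least 20 counts were given a log2 change of 2. Each gene was drawn with the dispersion typical of its abundance, so extra spread of single genes was left out, and smaller changes were not simulated. The quasi-likelihood test recovered 98% of them, and 2.49% of its calls were unchanged genes. Shared sequence was counted as the share of the 31-base sequences of a gene’s transcripts found in another gene, and GC content and length were compared with 100 matched genes per gene. Neighbours of *Itgax* were taken from the RefSeq gene order of GRCm38.p6. The gene ontology analysis and the TF target lists were left out, because neither comes with the data. The qRT–PCR, ChIP-seq, Co-IP and flow cytometry results of the paper rest on other samples, for which no data were at hand.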

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

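The second neutrophil list and the comparison with genes of like GC content and length were set before their values were seen. The tests of other cell types, of the neighbours of *Itgax*, of the other pDC markers, of sequence shared by *Cox6a2* and of a single library were chosen only after the result was seen.

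Neutrophil genes, which the paper does not report on in these libraries, were higher in the libraries labelled TopBP1 cKO. The 13 markers on the list had a median log2 fold change of 1.41, 12 were higher and 11 were higher in both libraries (camera FDR 3.5e-54, fry FDR 0.0296). The median was 1.39 or more with each library left out in turn. All 13 had at least 10 counts in both WT libraries, and none is on another list. Of the most abundant ones, *Ngp* rose from 249.8 to 698 CPM and *S100a9* from 210.3 to 585 CPM, whereas *Mpo* (log2 fold change 0.07) and *Elane* (0.00) were higher than in WT in TopBP1 cKO replicate 1 and lower in TopBP1 cKO replicate 2. GC content or transcript length is argued against by a difference of 1.47 in median log2 fold change from matched genes, all 13 genes having a value. RNA of all other splenic cell types, rising alike, is argued against by the macrophage markers. They had a median of −0.16, with 4 of 8 higher and values from −2.00 to 0.48. They differed from the neutrophil markers by 1.62 in mean log2 fold change (exact two-sided permutation p = 8.35e-05 across genes, which are not independent replicates). Of the macrophage markers, *C1qa*, *C1qb* and *Spic* had at most 23 counts in a library. The T cell markers (median 0.97, 5 of 5 higher, camera FDR 0.0154, fry FDR 0.232) and the B cell markers (median 0.44, 7 of 8 higher, camera FDR 0.0179, fry FDR 0.313) went the same way as the neutrophil markers. The median of the T cell markers was 0.43 without TopBP1 cKO replicate 1 and 1.36 without TopBP1 cKO replicate 2, and that of the B cell markers 0.35 and 0.58, so RNA of some other cell types beside that of neutrophils is not excluded. RNA of neutrophils among the sorted cells stays open as a candidate explanation: the second list of 20 genes had a median log2 fold change of 0.70, with 18 higher and 12 higher in both libraries (FDR over 14 lists 4.0e-07 by camera and 0.214 by fry). That is less than the first list, and the median ran from 0.45 without TopBP1 cKO replicate 1 to 0.93 without TopBP1 cKO replicate 2. *Anxa1* and *Adam8*, which are abundant in the WT libraries, stood at 0.00 and 0.04. The paper reports by flow cytometry, in other samples, that splenic NPs are increased in TopBP1 cKO mice (Supplementary Fig. 12c), and a larger share of NPs among the sorted cells may follow from that. Higher expression of these genes by the EPs themselves was not tested and stays open too.

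Cell cycle genes, which the paper does not report on as a group, were higher in the libraries labelled TopBP1 cKO. The 20 genes had a median log2 fold change of 1.30, and all 20 were higher in both libraries (camera FDR 7.5e-21, fry FDR 0.313). The camera value takes these genes as nearly independent and does not measure the spread between libraries. The list also holds *Mki67*, a gene of the Fig. 6d heat map, and all 20 genes had at least 10 counts in both WT libraries. Genes matched on GC content and length had a median of 0.01. Most of the size rests on a single library, as the median was 0.40 without TopBP1 cKO replicate 2 and 1.86 without TopBP1 cKO replicate 1. Whether the rise belongs to the genotype or to a single library cannot be told apart, since 1 library is left in the group. A difference in cell division between the genotypes stays open and was not tested here beyond these counts. The paper reports, in other samples and cell types, more BrdU+ cells among pre-DCs and cDCs and more Ki-67+ cells among splenic cDCs and pDCs of TopBP1 cKO mice, but not among BM pre-DCs for Ki-67 (Supplementary Fig. 4a–c).

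*Cox6a2*, which the paper does not mention, had 0 and 3 counts in the WT libraries and 183 and 168 in the libraries labelled TopBP1 cKO, a ratio of 112 (95% interval 37.9 to 544; FDR 0.00762). It lies near *Itgax*. Between *Itgax* and *Cox6a2* lie *Itgad*, with a log2 fold change of 2.72 (FDR 0.103), and *Gm39091*, with a ratio of 27.3 (95% interval 11.4 to 85.3; FDR 0.0421). RNA of pDCs, for which *Cox6a2* is a marker, is argued against by the other 8 pDC markers tested, the highest of which had a log2 fold change of 1.14 (median 0.02, 4 higher). Reads shared with a near-identical gene are argued against by sequence, as 6.15% of the 31-base sequences of *Cox6a2* occur in another gene, *Itgad*. Extra copies of the region around *Itgax*, carried by the CD11c-cre transgene which the paper names for the TopBP1 cKO mice, stay open as a candidate explanation: of 18 tested genes further out on either side, the highest had a log2 fold change of 0.20, the median was 0.01 and none had an unadjusted P value below 0.05. *Itgax* itself stood at 0.12 (FDR 0.775), and *Itgam*, next to it and also a gene of neutrophils and cDC2s, at 1.67 (FDR 0.153). The paper writes the transgene as Itgae-cre, and *Itgae* had a log2 fold change of 0.71 (FDR 0.307). Counts of RNA cannot show copies of DNA. An effect of TopBP1 on these genes was not tested.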

How the results depend on the processing

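The 4 tests on each transcript beyond the quasi-likelihood test were chosen after the data were seen, and the other alternatives before. DESeq2 size factors gave the same 13 genes at FDR < 0.05. The number of DC-related TFs at FDR < 0.05 was 0 under all 14 alternatives that give a test. Of the 37 heat-map genes, 14 to 24 were lower under every alternative, against 20, the range given by leaving out 1 library; where each transcript was its own feature, the most abundant one stood for the gene. No result past a threshold reversed its direction. The causes of the changes below were not tested, except where fewer or more genes were tested.

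In the order FDR < 0.05, reduced below 0.5-fold, raised above 2-fold and reduced below 0.1-fold, the gene sums gave 13, 2, 10 and 1 genes. The DESeq2 Wald test gave 139, 12, 89 and 3 genes, and the edgeR likelihood ratio test 234, 24, 142 and 4, each including the 13. limma-voom gave 13 genes, 11 of them shared, with 2 below 0.1-fold. Upper quartile normalization kept 9 of the 13 genes, with 0 below 0.5-fold and 0 below 0.1-fold, and all 9 were higher against 10 of 13. No filter tested 19815 genes and raised the number above 2-fold to 16. At least 10 counts in every library left 11621 genes, with 1 below 0.5-fold and 0 below 0.1-fold, since *2210418O10Rik* drops out. Thinned counts gave 1 and 0. The test against the threshold (glmTreat) gave 0 genes below 0.5-fold. With a replicate block, which the main test leaves out, the numbers were 504, 40, 256 and 4, and 1 heat-map gene, *Tsc22d3*, was called below 0.5-fold.

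At an unadjusted P value below 0.05, 62 gene sums were reduced below 0.5-fold, against 33 with the DESeq2 Wald test, 100 with no filter and 38 with at least 10 counts in every library. Without a test, 112 were, against 2286 with no filter, 40 with at least 10 counts in every library, and from 135 to 372 across the 4 fits that each left out 1 library, the highest without TopBP1 cKO replicate 1. The log2 fold change of *Topbp1* ran from −0.60 to 0.11 across those 4 fits, and it was above 0 only without TopBP1 cKO replicate 1.

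With each transcript as its own feature, the quasi-likelihood test gave 0 transcripts at FDR < 0.05, so 0 below 0.5-fold, 0 above 2-fold and 0 below 0.1-fold, with 727 below 0.5-fold at an unadjusted P value below 0.05 and 3172 without a test. limma-voom on each transcript gave 0, 0, 0 and 0, with 376 and 3931. In the order used above, the likelihood ratio test on each transcript gave 1392, 628, 760 and 618, with 717 at an unadjusted P value and 3173 without a test. The exact test on each transcript gave 720, 340, 376 and 334, with 686 and 3173. The DESeq2 Wald test on each transcript gave 1547, 613, 721 and 549, with 1351 and 4919. Each of these 3 called 36 heat-map genes below 0.5-fold at FDR < 0.05, against 0.

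Of the 13 gene lists, camera called 8, fry called 1, the neutrophil list, and camera with the replicate block 9, while fry with that block called none (neutrophil list FDR 0.109). Of the single genes named, the number that fell below the threshold was 13 with each transcript as its own feature, 4 with upper quartile normalization, 2 with limma-voom and 1 with thinned counts. *Espl1* came past it with the DESeq2 Wald test and the likelihood ratio test, and 6 genes did with the replicate block. Without TopBP1 cKO replicate 2, 23 of the 74 single genes moved by more than the spread between replicates. Of the 19 genes of the qRT–PCR and ChIP experiments with *Ciita*, 5 had too few counts to test. *Thsd7b* and *Slc10a2* among them had 0 counts in every library. Whether depth or lack of expression is the cause was not tested. Alternatives meant for normalized values (another pseudocount, no filter on mean values, quantile normalization) do not apply to counts and were not run.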

Differences from the paper's values

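The Venn diagram of Fig. 6c adds up to about 230 genes, read by eye, that the paper counts as targets of PU.1, IRF8 or IRF4 with a fold change below 0.5 and FDR < 0.05. Over all genes tested, the gene sums gave 2. None of the alternatives set before the data were examined closed the gap, with 24 genes under the edgeR likelihood ratio test and 40 with the replicate block. The likelihood ratio test, the exact test and the DESeq2 Wald test on each transcript, chosen after seeing the values, gave 582, 323 and 550 genes, of which the target genes were not counted.

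In the heat map of Fig. 6d, the paper shows about 31 genes under PU.1, about 5 under IRF8 and about 18 under IRF4, read by eye, as reduced to 0.1-fold or less at FDR < 0.05. The gene sums gave 0, 0 and 0 of them, and none of the alternatives set before the data were examined closed the gap. The likelihood ratio test, the exact test and the DESeq2 Wald test on each transcript, chosen after seeing the values, each gave 30, 5 and 18, while limma-voom on each transcript gave 0, 0 and 0. With the replicate block, *Tsc22d3* was called below 0.5-fold, but not below 0.1-fold.

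The paper states that the heat-map genes were reduced in TopBP1 cKO EPs. As gene sums, 20 of the 37 were lower and 17 higher, with a median log2 fold change of −0.01, 0 of the 37 had a fold change below 0.5, and *Mki67* and *Espl1* had one above 2.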

Other observations

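Set before their values were seen were the counts of transcripts at 0 in each grouping and the gene sums of their genes. The likelihood ratio test on each transcript and the tests of *Gm14296* with *2210418O10Rik*, of the labels, of the floxed exons, of sex, of library size and of p53 targets were chosen only after the result was seen.

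Transcripts counted in both WT libraries and at 0 in both of the libraries labelled TopBP1 cKO numbered 436 at a minimum of 20 counts, and 509 went the other way. A true switch between transcripts of the same gene in TopBP1 cKO EPs is argued against by the mixed groupings, in which each WT library was put with a library labelled TopBP1 cKO: up to 961 transcripts there were counted in both libraries of one pair and at 0 in both of the other, against 945 between the genotypes. The edgeR likelihood ratio test on each transcript called up to 1443 transcripts in the mixed groupings and 1392 between the genotypes. Lower expression of the gene as a whole is argued against by the gene sums, since the 410 tested genes with such a transcript had a median log2 fold change of −0.028 (25th and 75th percentiles −0.16 and 0.11), and 3 of them a fold change below 0.5. Assignment of the reads of one gene to different overlapping transcripts from library to library stays open and may account for the pattern. The genotypes gave 1.00 times as many transcripts at 0 in one pair and counted in the other as the mean of the mixed groupings. As gene sums, the quasi-likelihood test called 13 genes between the genotypes and 0 in each mixed grouping, where 33.3% of genes are separated by chance in any grouping.

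*Gm14296* was raised and *2210418O10Rik* lowered in both of the libraries labelled TopBP1 cKO. All of the 31-base sequences of *2210418O10Rik* occur in *Gm14296*, and 61.7% of those of *Gm14296* occur in another gene. The summed count of both was 42 and 68 in the WT libraries and 58 and 90 in the libraries labelled TopBP1 cKO, a log2 ratio of 0.36 that is within the spread between replicates (3.73 ± 1.08 and 4.81 ± 1.42 CPM, SD). Reads shared between near-identical genes may thus account for both calls. No biological explanation was tested.

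*Topbp1* was not lower than in WT in TopBP1 cKO replicate 2. A swap of its label with a WT library is not decided by the distances between libraries, because these did not group by genotype. Its smallest root mean square log2 difference to a WT library was 0.618, against 0.397 between the WT libraries. TopBP1 cKO replicate 1 was nearer to both WT libraries (0.456 and 0.457) than to TopBP1 cKO replicate 2 (0.539). By chi-square per degree of freedom, it was nearer to each WT library (11.17 and 12.60) than these were to each other (13.45). Transcripts that lost the floxed exons and are still counted cannot be told apart from kept ones. The 1279 counts of *Topbp1* in TopBP1 cKO replicate 2 are given over whole transcripts and not by exon. EPs that escaped deletion were not tested and stay open. For the depletion of TopBP1 in these mice, the paper cites its expression in sorted splenic CD11c+ cells (Supplementary Fig. 1b).

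For genes that differ between the genotypes, sex is argued against by the 4 Y-linked genes, none of which had more than 1 count in a library, and by *Xist*, which had from 10777 to 21365 counts. Library size is argued against by the mean totals, whose ratio was 1.02.

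The p53 target list, as a sign of DNA damage in TopBP1-depleted EPs, had a median log2 fold change of 0.12, with 13 of 17 genes higher (camera FDR 0.0622, fry FDR 0.232), and the median was 0.28 without WT replicate 1. Its genes ran from −0.51 for *Pmaip1* (FDR 0.337) to 3.10 for *Phlda3* (FDR 0.182), with *Cdkn1a* at 1.65 (FDR 0.237). *Phlda3* and *Cdkn1a* were higher, and *Pmaip1* lower, in both of the libraries labelled TopBP1 cKO. DNA damage cannot be told apart from no change with genes that go both ways in 2 libraries against 2.

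Of the other lists, the cDC2 genes had a median log2 fold change of 0.47 (11 of 11 higher, camera FDR 9.3e-06, fry FDR 0.168). This list also holds *Irf4* and *Itgam*. The cDC1 genes had a median of −0.18 (13 of 16 lower, camera FDR 0.0104, fry FDR 0.232), with *Irf8* and *Batf3* among them. The interferon genes had a median of −0.28 (11 of 15 lower, camera FDR 0.00547, fry FDR 0.313), and the MHC class II genes −0.26 (8 of 11 lower, camera FDR 0.0622, fry FDR 0.508). A single library moved these 3 medians. Without TopBP1 cKO replicate 2 they were −0.088 for the cDC1 genes, −0.33 for the interferon genes and −9.6e-05 for the MHC class II genes, and without TopBP1 cKO replicate 1 they were −0.28, −0.13 and −0.50. The pDC markers had a median of 0.07 over 9 genes (camera FDR 0.00547, fry FDR 0.144), the macrophage markers −0.16 over 8 (camera FDR 0.0837, fry FDR 0.313) and the erythroid markers 0.34 over 5 (camera FDR 0.656, fry FDR 0.313). With each library left out in turn, the median of the pDC markers ran from −0.065 without TopBP1 cKO replicate 1 to 0.42 without WT replicate 2, and that of the macrophage markers from −0.53 without TopBP1 cKO replicate 2 to −0.12 without WT replicate 1. The 11 qRT–PCR targets tested had a median of −0.04 (camera FDR 0.777, fry FDR 0.41), which was −0.11 without TopBP1 cKO replicate 1. Under fry, 1 of the 8 lists that camera called, the neutrophil markers, was called.

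The genes that the paper measured by qRT–PCR and ChIP in other samples were also counted here. With *Ciita*, 14 of 19 could be tested, of which 9 were lower and 5 higher in the libraries labelled TopBP1 cKO. None passed FDR < 0.05, and 2 had an unadjusted P value below 0.05, *Fabp5* with a log2 fold change of 0.99 (SE 0.25, FDR 0.307) and *Itih5* with 1.86 (SE 0.57, FDR 0.347), both higher. *Itih5* rests on few counts, 13 and 7 in the WT libraries and 52 and 25 in the libraries labelled TopBP1 cKO. By qRT–PCR, the paper reports lower *Ch25h*, *Bambi*, *Tdrd3*, *Mllt3* and *Nek1* in XCR1-CD24+ EPs (Fig. 7b), whereas these libraries are named as CD24+ EPs. Here *Tdrd3* stood at −0.04, *Mllt3* at −0.25, *Nek1* at −0.02 and *Ciita* at 0.21. *Ch25h* could not be tested, with 0 and 1 counts in either group. *Bambi* had 13 and 28 counts in the WT libraries and 28 and 18 in the libraries labelled TopBP1 cKO.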
